# Transcriptomic and Functional Comparison of Cells Isolated From Healthy and Degenerated Ovine Intervertebral Discs

**DOI:** 10.1111/jcmm.71026

**Published:** 2026-01-22

**Authors:** Paul Humbert, Lucie Danet, Emmaëlle Carrot, Floriane Etienne, Boris Halgand, Frédéric Blanchard, Claire Vinatier, Jérôme Guicheux, Marion Fusellier, Catherine Le Visage, Romain Guiho

**Keywords:** aging, energy metabolism, in vitro model, intervertebral disc degeneration, ovine spontaneous IVDD, sheep model, spine, transcriptomic analysis

## Abstract

Intervertebral disc degeneration (IVDD) is a leading cause of chronic low back pain, yet its cellular and molecular mechanisms remain incompletely understood. Sheep represent a valuable in vivo and ex vivo model for IVDD due to their anatomical and biomechanical similarities with humans and the possibility to access disc samples at early stages of degeneration. In vitro, isolated annulus fibrosus (AF) and nucleus pulposus (NP) cells may provide insights into age‐associated degenerative processes; this work investigates how well they capture senescence and metabolic alterations observed in vivo. Transcriptomic profiling of AF and NP cells from healthy young lambs and mildly degenerated aged sheep revealed distinct age‐ and tissue‐specific signatures, with upregulation of inflammatory mediators, ECM‐remodelling enzymes, and senescence‐associated genes in aged cells. Cross‐species deconvolution using a human single‐cell RNA‐sequencing reference confirmed conserved transcriptional modules between aged sheep and human degenerated discs, underscoring the model's translational relevance. However, functional assays demonstrated comparable responses of young and aged cells under basal conditions and after exposure to pro‐degenerative stressors (IL‐1β, senescence induction). Altogether, these findings validate sheep cells as a suitable in vitro model for studying disc degeneration mechanisms and for preclinical testing, although aged donors offer no clear additional functional benefits.

**Abbreviations**
AF: annulus fibrosus
AFC: annulus fibrosus cells
CEP: cartilaginous endplate
GSEA: geneset enrichment analysis
IVD: intervertebral disc
IVDD: intervertebral disc degeneration
LBP: low back pain
NES: normalised enrichment scores
NP: nucleus pulposus
NPC: nucleus pulposus cells
OCR: oxygen consumption rate
OXPHOS: oxidative phosphorylation

## 1 Introduction

Chronic low back pain (LBP) is the leading cause of years lived with disability and affects over 600 million patients worldwide [1]. This debilitating condition is particularly prevalent in the aging population and among individuals with decreased levels of physical activity. Therefore, it is expected to affect an increasing number of people in the near future, with a considerable burden, both from a societal and individual patient perspective [2]. The urgent need for better management of LBP is one of the World Health Organization (WHO) priorities, which is reflected by the implementation of the Decade of Healthy Aging for 2021–2030. Chronic LBP has multiple causes, but among them, intervertebral disc degeneration (IVDD) is known to be the major contributor [3].

The intervertebral disc (IVD) is composed of two main regions—the annulus fibrosus (AF), a fibrous outer ring, and the nucleus pulposus (NP), a gel‐like core—connected to adjacent vertebrae by cartilaginous endplates (CEP). Each of those areas contains specialised cells responsible for matrix secretion, but the NP also has a contingent of cells from notochordal origin. IVDD is characterised by a global loss of cellularity, cellular senescence, extracellular matrix (ECM) alterations and dehydration, increased expression of MMPs and inflammatory factors, leading to a loss of IVD biomechanical properties, ectopic ingrowth of sensory nerves and blood vessels, pain and disability. Clinical management, including anti‐inflammatory and analgesic drugs for early degenerative stages, and surgery for advanced ones, only aims at controlling pain but does not address the underlying pathological processes [4]. Given the lack of curative options and the urgent need to identify and test new therapeutic opportunities, the development of relevant preclinical models that faithfully recapitulate human IVDD is essential.

Among laboratory animals for IVDD research, the sheep has emerged as a promising model organism [5, 6, 7, 8, 9] due to anatomical similarities with the human spine [10, 11] (e.g., comparable disc size and biomechanical constraints) and spontaneous radiological changes observed in aging animals resembling those found in human patients [12, 13]. This natural degeneration of sheep IVD may be caused by a decline in the notochordal cell population in adult animals [14], as reported in human physiology [15]. The ovine model of IVDD has the benefits of allowing clinically relevant surgical procedures [16], the generation of whole disc ex vivo explants [17] and primary cultures of isolated cells [18]. This wide range of applications is particularly interesting for translational research. However, despite numerous preclinical and in vitro studies using this animal model, it should be stressed that ovine disc cells and their behaviour in culture remain poorly characterised.

This study explores the relevance of cellular models derived from AF and NP tissues of both lambs and aged sheep, aiming to characterise their behaviour in vitro and gain insights into the age‐related disc degeneration processes. To this end, we performed an in‐depth transcriptomic analysis of expanded cells isolated from AF and NP in lambs and sheep to identify key differences related to the age of the donor animal or the tissue of origin, with a focus on cellular senescence and energy metabolism. First, cellular senescence has emerged as a hallmark of IVDD, contributing to matrix breakdown and the secretion of pro‐inflammatory mediators [19]. Second, an imbalance in energy metabolism between oxidative phosphorylation (OXPHOS) and glycolysis has also been recently identified as a potential driver of disc cell dysfunction, and its alteration could be critical to understand the pathophysiology of IVDD in the years to come [20]. In recent years, the advent of transcriptional studies on single cells has enabled the scientific community to compile important datasets to evaluate the heterogeneity of cellular states in healthy and diseased human discs. To compare the transcriptomes of our ovine cells with those of human discs, we cross‐examined the dataset generated by Cherif et al. [21], a single‐cell RNAseq study of NP and AF from a healthy and a diseased human disc. Ultimately, using relevant functional assays, we compared NP cells derived from aged sheep with those from young lambs, under basal conditions and after pro‐degenerative challenges such as IL‐1β exposure or senescence induction.

## 2 Materials and Methods

### 2.1 Sample Collection

As previously described [17], lumbar IVDs were collected from four 6‐month‐old female lambs and four 7–8‐year‐old female sheep (Vendée breed, GAEC HEAS, France) at the accredited Centre of Research and Pre‐Clinical Investigations (ONIRIS, National Veterinary School of Nantes) in accordance with European Directive 2010/63/EU. Post‐euthanasia, lumbar spines underwent sagittal T2‐weighted MRI, and IVDs were graded using the Pfirrmann score [22]. IVDs were then isolated with adjacent vertebral bone using an oscillating saw and transported in sterile medium for subsequent processing (extended protocol available in Supporting Information).

### 2.2 Histological Analysis

One representative lumbar IVD per animal was processed for histological analysis, after fixation with Paraformaldehyde (PFA, Sigma‐Aldrich) 4% for 5 days, followed by decalcification (Shandon TBD‐2 Decalcifier, Thermo Fisher Scientific) for 3 weeks and a post‐fixation step, after abundant rinsing, in 4% PFA for 24 h. IVDs were then frozen in isopentane cooled with dry ice and embedded in SCEM medium (Section Lab). Coronal cryosections of 10 μm thickness were made with a cryostat (CryoStar NX70, Thermo Fischer Scientific) and stained with either haematoxylin–eosin‐saffron (HES) or Alcian blue, according to standard procedures. Images of the stained sections were acquired with a slide scanner (NanoZoomer, Hamamatsu Photonics) and visualised with NDP.view2 software (Hamamatsu Photonics).

### 2.3 Cell Isolation and Culture

AF and NP cells were isolated as previously described [23]. Briefly, the 5 remaining lumbar IVDs were dissected from the vertebral bodies, AF and NP were separated and diced into pieces. Tissue fragments were digested at 37°C successively with 0.05% hyaluronidase (H4272, Sigma‐Aldrich) for 15 min, 0.2% trypsin (T9935, Sigma‐Aldrich) for 30 min, and 0.25% collagenase (C5138, Sigma Aldrich) overnight. The cells were filtered through a 70‐μm‐pore filter and seeded at 10,000 cells/cm^2^. AF and NP cells were grown at 37°C and 5% CO_2_ (extended protocol available in Supporting Information).

### 2.4 RNA Sequencing and Transcriptomic Analysis

Total RNA was extracted from lamb and sheep AF and NP cells at passage 1 (P1) using NucleoSpin RNA XS kit (Macherey‐Nagel, 740902). Library preparation was performed with Illumina Stranded mRNA Prep kit. Sequencing was then performed on an Illumina HiSeq with NovaSeq 6000 SP Reagent Kit (200 cycles) v1.5. Sequencing data was then aligned with STAR using Ovis_aries_rambouillet.ARS‐UI_Ramb_v2.0.111 genome. Secondary analysis was performed using {R 4.3.3} on RStudio (2023.06.0 + 421). Differential expression was performed using {DESeq2 1.38.1}. Geneset Enrichment Analysis (GSEA) was performed using the GSEA software (v4.3.2—UC San Diego and Broad Institute). Gene sets used in this study were either obtained from public databases (gene ontology (GO), KEGG, REACTOME, molecular signatures database—Broad Institute) or published literature: senescence profiling [24, 25] and Senescence‐Associated Secretory Phenotype (SASP) [26]. Weighted Gene Co‐Expression Network Analysis (WGCNA) was performed using {WGCNA 1.72} R package to identify pathways and networks associated with aging. A public dataset of single‐cell RNAseq on human disc cells (GSE199866) [21] has been cross‐analysed using a {Seurat 5.3.0} R pipeline. Briefly, after quality control (filtering on high mitochondrial genes percentage and low number of features, doublet removing with {DoubletFinder 2.0.4}), integration was performed with {rliger 2.2.0} using *k* = 20 and lambda = 40 settings. Clusters were annotated based on the literature consensus [27, 28, 29, 30]. Bulk deconvolution based on scRNA‐seq was performed with {MuSiC 1.0.0} [31]. scRNA‐seq single sample GSEA (ssGSEA) based on WGCNA module score was performed using {escape 2.4.0}.

### 2.5 Cellular Senescence Characterisation

NP cells at P3 were seeded in 96‐well plate (Sarstedt) at 5000 cells per well and either: treated with recombinant ovine IL‐1β (5 ng/mL; QP6215‐YE, enQuireBio) for one week with treatment renewal every 3 days; treated with etoposide (10 μM; E1383, Sigma‐Aldrich) for 24 h then maintained in culture for one week; or serum‐starved for one week, as previously described [32]. Senescence‐associated (SA)‐β‐galactosidase and 5‐ethynyl‐2′‐deoxyuridine (EdU) incorporation staining were performed on the same cells. Briefly, at day 7, EdU (10 μM) was added to the culture medium overnight. SA‐β‐galactosidase staining was performed at day 8 using the Senescence Cells Histochemical Staining Kit (CS0030, Sigma‐Aldrich) following the manufacturer's instructions. EdU incorporation staining was performed afterward using Click‐iT EdU Cell Proliferation Kit (Invitrogen) following the manufacturer's instructions. DAPI was used as a nuclear counterstain. Imaging was performed on a Zeiss Macroscope colour fluorescence, using Zen Blue software v3.7. Analysis was performed with CellProfiler software v4.2.5.

### 2.6 Measurement of Mitochondrial Respiration

NP cells at P3 were seeded in duplicate in XF96 plates at 60,000 cells per well and treated with recombinant ovine IL‐1β (1 ng/mL) or serum‐starved. After 24 h, the culture medium was replaced with DMEM phenol red‐free medium pH 7.4 (5030, Sigma‐Aldrich), supplemented with glutamine (4 mM), glucose (25 mM), and pyruvate (1 mM). The plate was incubated for 45 min at 37°C without CO_2_ to degas and allow accurate measurements. For the mitostress assay, oxygen consumption rate (OCR) measurements were performed every 5 min before and after the successive injections of oligomycin (2 μM), carbonylcyanide‐3‐chlorophenylhydrazon (CCCP, 4 μM), and a 1:1 mixture of rotenone/antimycine A (1 μM each) using the Seahorse XF Pro analyser (Agilent). Data analysis was performed using Wave software (Agilent) as previously described [33].

### 2.7 Statistical Analysis

All the results are presented as means ± SEM. When applicable, points on graphs represent the values for the different biological replicates. The statistical analyses were performed using GraphPad Prism software v10.0. Statistical significance was determined using the appropriate test, detailed in each figure legend.

## 3 Results

### 3.1 Sheep Develop Spontaneous Mild Intervertebral Disc Degeneration With Age

As the first step of our experimental process (Figure 1A), eight animals were obtained from the same breeder: four female sheep between 7 and 8 years old and 4 sex‐matched female lambs. Six‐month‐old lambs exhibited healthy IVDs based on MRI scoring, with a homogeneous Pfirrmann score of 1 for all discs scored. In contrast, aged sheep showed an increased score around 2, suggesting a homogeneous degenerative profile at the lumbar level (Figure 1B,C). All animals had six lumbar IVDs. Of note, one lamb presented an L5 vertebral deformity, which did not affect the Pfirrmann score or tissue processing. MRI‐based observations were confirmed with histological sections and staining for 1 disc per animal, selected as representative of the mean degeneration score for the animal (Figure 1D). Consistent with our previous report [12], healthy discs showed higher cellularity, while ‘ghost cells’ (i.e., residual space in the matrix after putative cell death) were seen mostly in mildly degenerated IVDs (Figure 1E). The presence of vertebral growth plates and the overall larger size of young discs illustrate that the lambs were not skeletally mature (Figure S1A).

**FIGURE 1:**
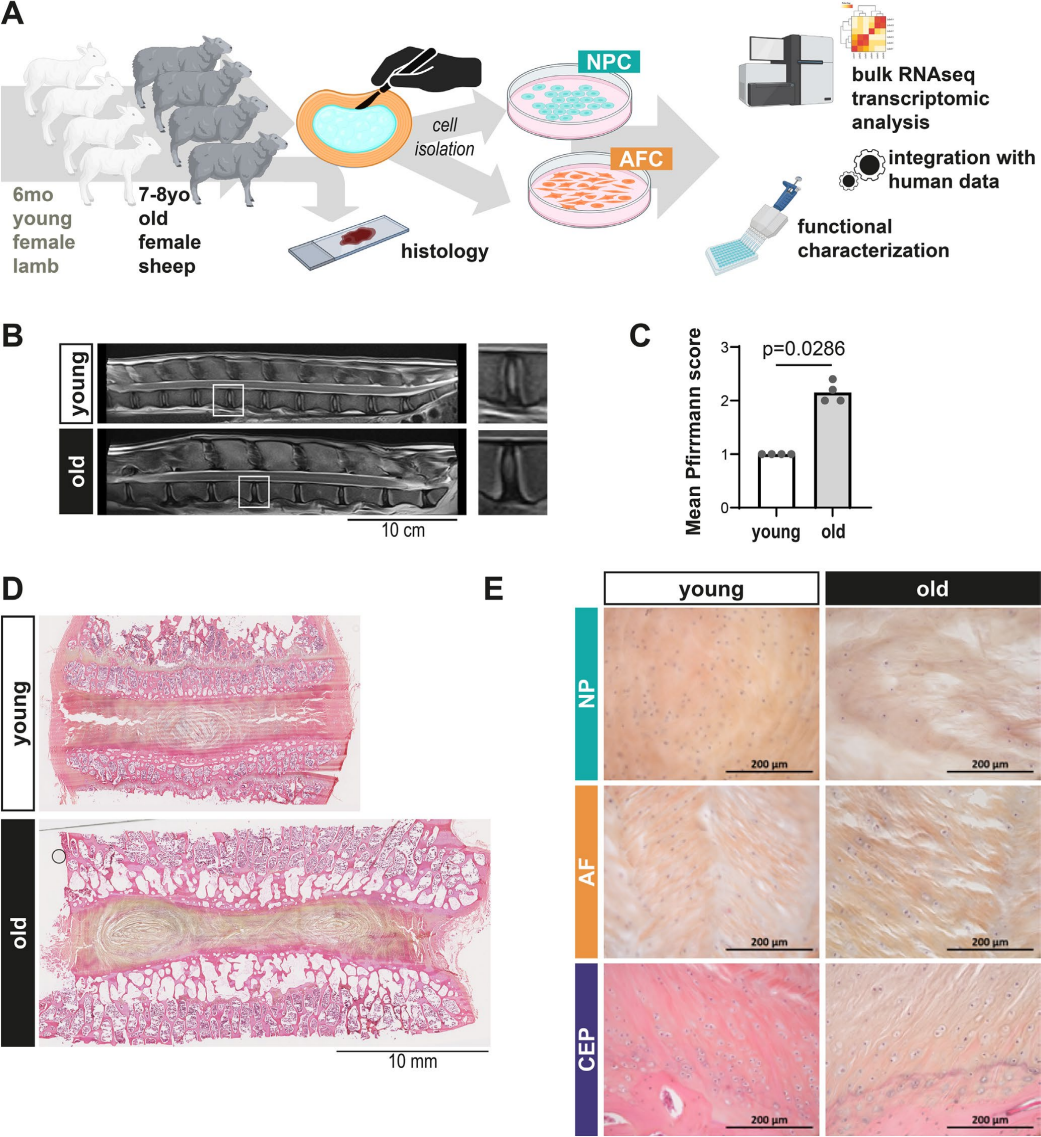
Sheep develop spontaneous mild intervertebral disc degeneration during aging. (A) Study design. Lumbar IVDs were collected from 4 female lambs (6‐month‐old) and 4 female sheep (7–8 years old). Medullar MRI of the thoracolumbar sheep spines was graded using the Pfirrmann system. One representative IVD per animal was processed for histology; the 5 others were dissected for AF and NP cells, separate isolation. Bulk RNA sequencing was performed for transcriptomic analysis. Functional characterisation was then carried out. (B) Representative MRI images and (C) mean lumbar IVDs Pfirrmann score per animal. Scale bar, 10 cm. *p*‐values were calculated using the Mann–Whitney test (*N* = 4 animals per group, *n* = 6 IVDs scored per animal). (D) Representative haematoxylin–eosin‐saffron (HES) staining images of all discs and (E) magnifications of areas of interest. Scale bars, (D) 10 mm, (E) 200 μm. AF, annulus fibrosus; CEP, cartilaginous endplate; NP, nucleus pulposus.

Cells could be efficiently isolated from both AF and NP tissues for all animals (Figure S1B–D). More NP cells (NPC) tended to be retrieved (Figure S1C), NPC from old animals exhibited a slightly longer doubling time compared to age‐matched AF cells (AFC) (Figure S1D). Overall, primary cultures from both tissues and age groups exhibited comparable growth behaviour under standard culture conditions and a similar morphology (Figure S1B).

### 3.2 Disc Cells From Animals of Different Ages and From Different Tissues Maintain a Specific Transcriptomic Profile in Culture

We next performed a bulk RNA sequencing on 16 cell samples at P1 (8 biological replicates isolated from either NP or AF tissues, including 4 young and 4 old animals). 

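The sequenced cells came from the lumbar discs of 4 female lambs aged 6 months and 4 female sheep aged 7 to 8 years, and each animal gave a culture of NPC and a culture of AFC at passage 1. This made 16 libraries in 4 groups of 4, namely young NPC, old NPC, young AFC and old AFC, and within each group the animals were independent. NPC and AFC shared their animals, so that the comparison of tissues was paired and the comparison of ages was not. The authors prepared stranded mRNA libraries, aligned the reads with STAR to the Rambouillet sheep genome and deposited the number of reads counted on each Ensembl gene, without normalisation or filtering of low counts. The counting tool, its strand setting and its treatment of reads shared between similar genes are not given in the sources used here, and the authors' linked pipeline code was not used here, so counts of paralogues and overlapping genes are less certain than others. The total counts per library ranged from 28782526 to 50874478 in young NPC (median 44772716), from 41933700 to 50374903 in old NPC (median 48877354), from 30391717 to 48346914 in young AFC (median 43171288) and from 44390136 to 51800007 in old AFC (median 49914505). Between 18219 and 19133 genes had at least a read in a library, and the 10 genes with the most reads took between 15.6% and 23.7% of a library's counts. The counts were normalised by edgeR's TMM method after its low-count filter, and the 4 groups were fitted together with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. The groups then shared their estimate of the spread between animals, and the animal itself was not a term of the model. The files list genes by Ensembl identifier only, and none of the identifiers could be paired with a gene symbol from the sources used here. Genes are therefore given by identifier, and the collagens, matrix genes and gene sets named in the paper were not analysed here.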

As the breed of sheep used in this study was the *Vendée* breed, the sequencing results were aligned with the genome of a neighbouring breed available on Ensembl: the Rambouillet sheep (*Ovis aries rambouillet*). 30,722 automatically identified genes and pseudo‐genes were used for alignment; 12,159 were kept in this study after low count genes pre‐filtering. 

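The deposited table held 30722 genes, of which 23418 had a read in at least a library. edgeR's low-count filter, which requires a minimum count in as many libraries as the smallest group holds, kept 15521 genes, or 50.5% of the table, and these genes held 99.98% of all reads. A mean count of at least 50 over the 16 libraries kept 12602 genes. A CPM of at least 2 in at least 4 libraries kept 12159 genes and 99.8% of the reads, and all of them also passed edgeR's filter. This last rule was found after the data were examined, by trying 514 rules, and it is not known to be the rule the authors used. The 3362 genes that passed edgeR's filter but not the CPM rule held 0.198% of the reads.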

91.2% were annotated using NCBI Wikigene. Forty‐eight (0.4%) were manually curated using human orthologous sequences (Figure S2). 

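The spread of the 16 libraries was measured as the distance of each library to the mean of its group, on log2 CPM (prior count 2) over the 500 most variable genes. It was 28.4 ± 1.49 (SD, n = 4) in young NPC, 32.1 ± 2.51 (SD, n = 4) in old NPC, 34.1 ± 3.92 (SD, n = 4) in young AFC and 31.1 ± 2.53 (SD, n = 4) in old AFC. Averaged over both libraries of an animal, the distance was 31.6 ± 1.32 (SD, n = 4) in old animals and 31.3 ± 2.13 (SD, n = 4) in young animals, and this difference of 0.32 was far within the spread between animals (exact permutation test over 70 relabellings of the animals, two-sided, p = 0.943). It averages a higher mean distance in old than in young NPC and a lower one in old than in young AFC. AFC libraries lay farther from their group mean than NPC libraries by 2.34 on average, in 5 of the 8 animals, which was also within the spread (exact sign-flip permutation test, two-sided, p = 0.258). The biological coefficient of variation fitted by edgeR within each group was 0.255 in young NPC, 0.352 in old NPC, 0.375 in young AFC and 0.361 in old AFC. In a principal component analysis of the 500 most variable genes after DESeq2's variance stabilizing transformation, the first component held 29.8% of the variance and the second 27.1%. Differences in position on the first component were within the spread between animals, both by age (exact permutation of 8 animals, two-sided, p = 0.457) and by tissue (exact sign-flip permutation, two-sided, p = 0.320).

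**Figure D1:**
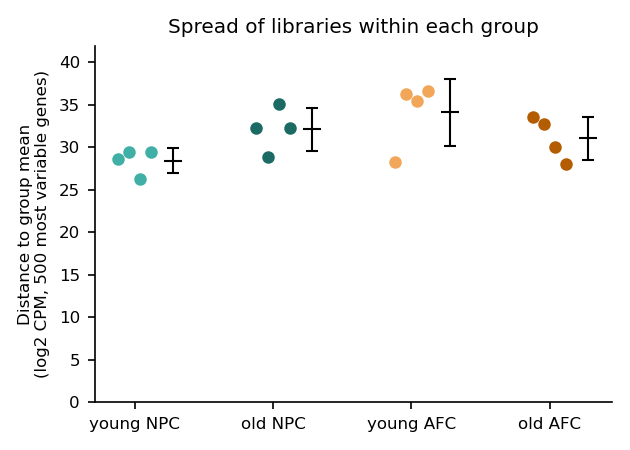
Distance of each library to the mean of its group, in log2 CPM over the 500 most variable genes, for young NPC, old NPC, young AFC and old AFC. Points are libraries (4 per group) and the black marks are the mean and SD. The group means lie between 28.4 and 34.1, and a young AFC library at 28.3 lies below the other 3 of its group.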

The first observation following this whole transcriptome analysis was the significant heterogeneity of our different biological samples, a heterogeneity that was particularly pronounced in older animals and in AF tissues, as shown by the dispersion and the absence of clear clustering on the PCA plot (Figure 2A). Although highly heterogeneous, disc cells from animals of different ages nevertheless retained an age‐specific profile in culture (Figure 2B). 

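Along the second principal component, old and young animals differed by -13.6 units when both libraries of an animal were averaged (exact permutation over 70 relabellings, two-sided, p = 0.0286, the smallest p that 4 animals against 4 allow). After Benjamini-Hochberg adjustment over the 8 tests of 4 components by age and tissue, the adjusted p was 0.0762. The log2 fold changes between old and young cells in NPC and in AFC were correlated across the 15521 genes tested (Pearson's r = 0.41). Genes are not independent replicates, and both contrasts used the same animals, so the value was set beside those from the 35 ways to divide the 8 animals into 4 and 4. The median over the other divisions was 0.32, and 10 of the 35, the real one included, gave a correlation as high. No gene passed the threshold of edgeR's quasi-likelihood test in both tissues, nor that of limma-voom. An unadjusted p under 0.05 in both tissues was found in edgeR for 223 genes that changed in the same direction and 14 in opposite directions. These counts were not set beside those of the other divisions. Since both contrasts used the same animals, they do not by themselves show an effect of age. With DESeq2 at an adjusted p under 0.05, 23 genes passed in both, and all 23 changed in the same direction in NPC and AFC.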

Differential Gene Expression between cells isolated from young and old animals identified 248 differentially expressed genes (DEGs) for NPC (Table S1) and 455 DEGs for AFC (Table S2). Some of these DEGs are commonly upregulated in AFC and NPC isolated from old animals, including *GREB1*, *ESR1* linked to oestrogen‐response or *EEPD1*, *TDP2*, and *AKR7A2* potentially involved in DNA damage‐response and stress‐response. 

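With edgeR's quasi-likelihood test, 2 genes differed between old and young NPC, both lower in old cells, and 1 gene differed between old and young AFC, higher in old cells. Without adjustment, 1052 of the 15521 genes had a p under 0.05 in NPC and 1452 in AFC, where 776 would fall there by chance. Among alternatives that changed a single choice, the tool moved both counts most. With DESeq2 on the same 4 groups and an adjusted p under 0.05, 71 genes differed in NPC, of which 27 were higher in old cells, and 225 in AFC, of which 79 were higher in old cells. Fitted on the 8 NPC libraries alone with an adjusted p under 0.1, DESeq2 called 274 genes in NPC, the largest of the counts planned for this comparison. In NPC, ENSOARG00020016682 fell from 5.40 ± 2.00 CPM (SD, n = 4) in young cells to 0.156 ± 0.155 CPM (SD, n = 4) in old cells, with a log2 fold change of -5.07 (standard error 0.72, adjusted p = 0.0376 from edgeR's quasi-likelihood test). ENSOARG00020019782 fell from 238 ± 20.7 CPM (SD, n = 4) to 99.5 ± 17.6 CPM (SD, n = 4), a log2 fold change of -1.26 (standard error 0.18, adjusted p = 0.0376 from the same edgeR test). In AFC, ENSOARG00020007922 rose from 76.5 ± 16.6 CPM (SD, n = 4) in young cells to 170 ± 30.7 CPM (SD, n = 4) in old cells, a log2 fold change of 1.15 (standard error 0.16, adjusted p = 0.0429 from the same edgeR test). With each animal left out in turn, the log2 fold changes stayed between -5.86 and -4.68, between -1.34 and -1.17 and between 1.03 and 1.26, respectively. ENSOARG00020016682 passed the threshold only when O4 was left out and ENSOARG00020019782 only when O1 was, with edgeR's adjusted p otherwise up to 0.308 for each. ENSOARG00020007922 lost significance without O1, O3, Y1, Y3 or Y4, with edgeR's adjusted p up to 0.205. DESeq2 called all 3 genes, with adjusted p-values of 3.29e-13, 2.17e-07 and 1.15e-07. In the other tissue, all 3 also changed in the same direction, without overlap between ages. In AFC, ENSOARG00020016682 had 1.49 to 6.94 CPM in young and 0.51 to 1.05 CPM in old cells. ENSOARG00020019782 had 137 to 148 CPM and 56.0 to 109 CPM there. In NPC, ENSOARG00020007922 had 53.2 to 61.4 CPM in young and 65.9 to 86.6 CPM in old cells. Both tissues came from the same animals, so this is not independent evidence. From its comparison of young with old cells (Figure 2B), the paper states that disc cells kept an age-specific profile in culture.

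**Figure D2:**
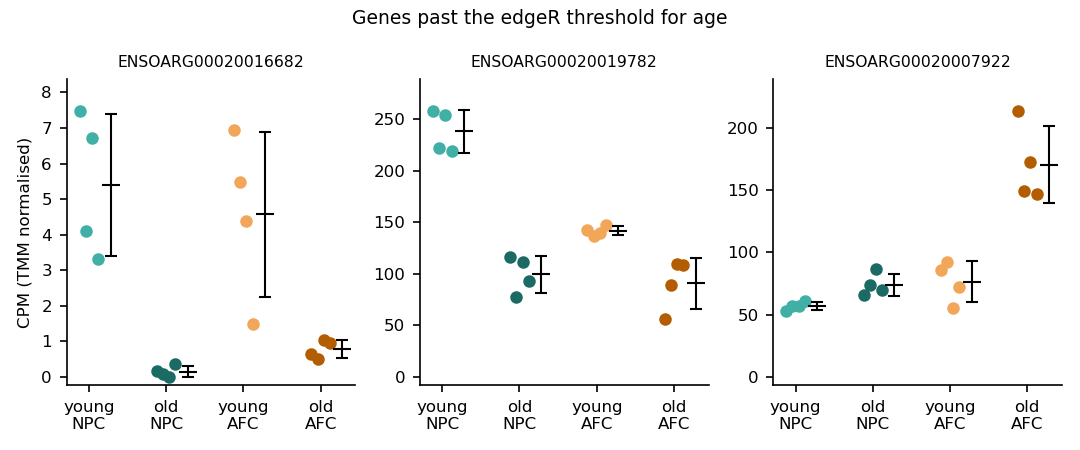
Expression in CPM of the 3 genes past the threshold of edgeR's quasi-likelihood test for age, in young NPC, old NPC, young AFC and old AFC. Points are libraries (4 per group) and the black marks are the mean and SD. ENSOARG00020016682 and ENSOARG00020019782 were called in NPC and ENSOARG00020007922 in AFC.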

On the other side of the volcano plots, developmental factors *SOX6* and *NCAM1* are overexpressed in both NPC and AFC isolated from young lambs, alongside *BASP1*, a known marker of juvenile human discs [34]. The whole transcriptome analysis also provides an overall view of the genes encoding collagens, revealing that their transcriptomic signature can distinguish not only cells isolated from AF or NP, but also AFC originating from young or old animals (Figure 2C). Notably, for NPC, the age‐separation based solely on collagens was not as clear‐cut. Interestingly, the genes encoding matrix proteins, previously highlighted in a proteomic study of aging human discs [35], helped distinguish NPC from AFC at any age, although with significant inter‐sample heterogeneity (Figure S3A).

**FIGURE 2:**
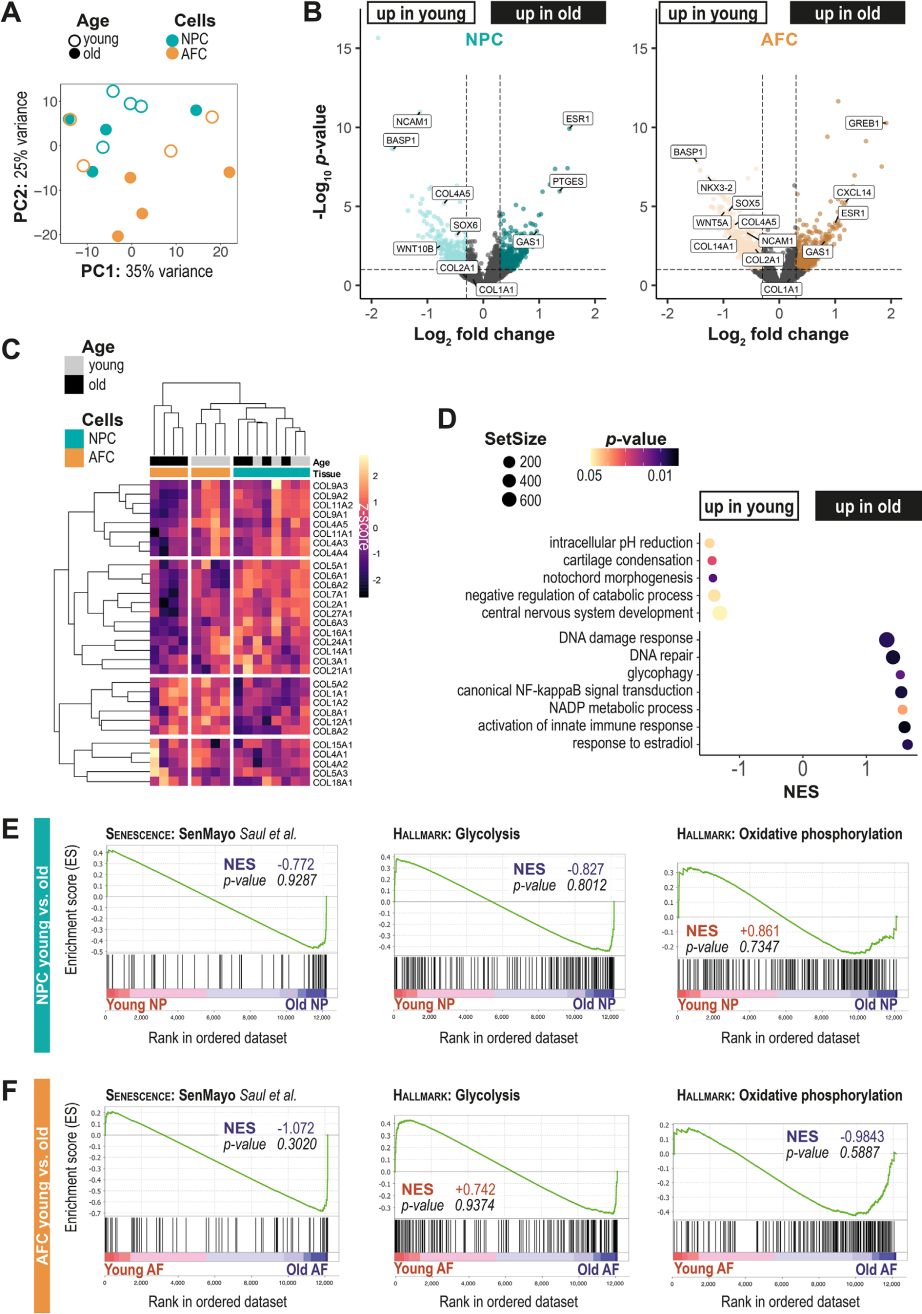
Transcriptomic profiling and differential gene expression in ovine disc cells from young and old animals. (A) Principal component analysis (PCA) of cells transcriptomes obtained from old (empty dot) and young (plain dot) animals, and from AFC (orange) and NPC (turquoise). (B) Volcano plot of differential gene expression in NPC (left) or AFC (right) from young versus old animals using the Wald test. (C) Clustering on collagens transcripts expression. (D) Geneset Enrichment Analysis (GSEA) young versus old samples using the permutation test. (E) GSEA enrichment plots for 3 genesets relative to cellular senescence (*SenMayo*) and energy metabolism (glycolysis and OXPHOS) for young NPC versus old NPC, and (F) for young AFC versus old AFC. NES, normalised enrichment score.

To complete the unbiased transcriptomic analysis of our cultured ovine disc cells, we performed a pathway enrichment analysis between cells isolated from young animals vs. old animals (Figure 2D). Notable differences were observed in pathways related to development (e.g., cartilage development, notochord and central nervous system development), which were significantly enriched in young samples. In contrast, cellular stress and inflammation pathways (e.g., DNA repair, NF‐κB activation, innate immune response activation) were enriched in old samples. Moreover, a switch in metabolism‐related processes (e.g., glycophagy and NADP metabolic process in old samples, regulation of intracellular pH in young samples) was observed (Figure 2D).

In order to verify whether predicted cellular senescence and energy metabolism imbalance described in IVDD could be confirmed in cells from aged animals compared to young ones, GSEA was performed separately on NPC and AFC using 3 relevant genesets: the *SenMayo* geneset [25] for senescence and both *hallmark*: glycolysis and *hallmark: OXPHOS* for energy metabolism imbalance. If Normalised Enrichment Scores (NES) seemed to indicate indeed an enrichment for cellular senescence processes in NPC and AFC from old animals (negative scores in favour of the ‘old’ condition, respectively NES = −0.772 and NES = −1.072—Figure 2E,F) and a metabolic switch toward glycolysis at the expense of OXPHOS in NPC from old animals (negative glycolysis NES and positive OXPHOS NES—Figure 2E), *p*‐values did not reach significance.

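Positions of the libraries on the principal components were also compared between NPC and AFC within each animal. On the second component, NPC lay higher than AFC in 7 of the 8 animals, by 16.3 units on average (exact sign-flip permutation test, two-sided, p = 0.0156, adjusted p = 0.0625 over the 8 tests of components). On the third component, which held 14.5% of the variance, NPC lay lower than AFC in all 8 animals, with a mean difference of -12.4 units (exact sign-flip permutation test, two-sided, p = 0.00781, the smallest p that 8 animals allow, adjusted p = 0.0625).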

On the tissue of origin aspect, disc cells from animals of both ages retained also a tissue‐specific core profile (Figure S3B,C). 

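Between NPC and AFC from the 4 lambs, 2 genes passed the threshold of edgeR's quasi-likelihood test, both lower in NPC, and 946 of the 15521 genes tested had an unadjusted p under 0.05. ENSOARG00020025065 had 2.90 ± 1.10 CPM (SD, n = 4) in young NPC and 16.4 ± 4.70 CPM (SD, n = 4) in young AFC, a log2 fold change of -2.50 (standard error 0.35, adjusted p = 0.0415 from edgeR's test). ENSOARG00020001990 had 6.55 ± 2.76 CPM (SD, n = 4) in young NPC and 31.4 ± 9.39 CPM (SD, n = 4) in young AFC, a log2 fold change of -2.27 (standard error 0.33, adjusted p = 0.0415 from edgeR's test). Each gene lost significance whichever of the 4 lambs was left out, with edgeR's adjusted p up to 0.329 and 0.244. The log2 fold changes then lay between -2.65 and -2.37 and between -2.60 and -1.94. In the old sheep, both genes were also lower in NPC, without overlap. ENSOARG00020025065 had 1.66 to 4.51 CPM in old NPC and 17.4 to 32.9 CPM in old AFC. ENSOARG00020001990 had 9.94 to 21.8 CPM in old NPC and 38.2 to 50.8 CPM in old AFC. With the animal as a replicate block, since both tissues of a lamb were sampled, neither gene passed (adjusted p of 0.0512 and 0.168 from edgeR) and no other gene did, with 1044 genes at an unadjusted p under 0.05, while 238 genes passed in DESeq2's paired fit. DESeq2 without the block called 113 genes at an adjusted p under 0.05, of which 62 were higher in NPC.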

253 DEGs have been identified between AFC and NPC from young animals (Table S3). Among these DEGs, the genes encoding for the transcription factors *FOXP2* were overexpressed in AFC (Foldchange > 2) and *RUNX2* was overexpressed in NPC (Foldchange > 2) (Figure S3B). Surprisingly, the genes recognised to be markers differentiating NP and AF tissues, namely *ACAN*, *COL2A1*, and *PAX1* expressed by NPC, and *COL1A1* and *HTRA1* expressed by AFC, failed to reach the significance threshold. *CA12*, a proposed marker of NPC, was a notable exception with a significant overexpression in NPC from young animals. This contrasts with samples from older animals, where these transcriptomic markers are clearly discriminating AFC from NPC (Foldchange > 1.3, 1.5, 1.4, 1.6 for *ACAN*, *COL2A1*, *PAX1*, *CA12* in NPC and > 1.6, 1.4 for *COL1A1*, *HTRA1* in AFC) (Figure S3C). 

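Between NPC and AFC from the 4 old sheep, 351 genes passed the threshold of edgeR's quasi-likelihood test, 189 higher in NPC and 162 higher in AFC, with a median absolute log2 fold change of 1.48. DESeq2 at an adjusted p under 0.05 called 1117 genes, 585 higher in NPC, and 350 of the 351 genes were among them. This fit started from 15521 genes, where the paper kept 12159. With the animal as a replicate block, edgeR called 458 genes, 261 of them shared with the unpaired fit, and DESeq2 called 1436. The count fell to 15 without O1, 67 without O3, 109 without O4 and 210 without O2. It also fell without a lamb, whose libraries enter the estimate of the spread, to 152 without Y4, 205 without Y1, 237 without Y3 and 240 without Y2. Among genes lower in NPC, ENSOARG00020025681 had 0.459 ± 0.238 CPM (SD, n = 4) in old NPC and 24.7 ± 17.6 CPM (SD, n = 4) in old AFC, a log2 fold change of -5.75 (standard error 0.66, adjusted p = 0.00263 from edgeR's test), and it passed whichever of the 4 animals was left out, with log2 fold changes between -5.95 and -5.49 and edgeR's adjusted p up to 0.0169. ENSOARG00020003517 had 0.0301 ± 0.0476 CPM (SD, n = 4) in old NPC and 1.62 ± 0.936 CPM (SD, n = 4) in old AFC, a log2 fold change of -5.58 (standard error 1.16, adjusted p = 0.0266 from edgeR's test), and lost significance whichever of the 4 was left out, with edgeR's adjusted p up to 0.134. This gene had 6 reads over the 4 old NPC libraries, and its fitted log2 fold change moved from -4.87 without O1 to -7.31 without O4. Among genes higher in NPC, ENSOARG00020025675 had the largest fitted change, a log2 fold change of 6.27 (standard error 1.37, adjusted p = 0.0336 from edgeR's test), but the old NPC library of O2 held 59.4 CPM and the other 3 between 0.959 and 1.72 CPM. Without O2 its log2 fold change was 3.09, and its call was lost without O1, O3 or O4 and with the block. DESeq2 gave it no adjusted p. In young animals, this gene had 4.11 to 9.94 CPM in NPC and 0.122 to 0.881 CPM in AFC, without overlap. ENSOARG00020007643 had 40 reads over the 4 old NPC libraries and none in old AFC. It was thus at least 13.8-fold higher in NPC, against a floor of 3 reads over the group. Its call was lost with the block and whichever of the 4 animals was left out. Its young NPC libraries held 0.129 to 0.578 CPM and its young AFC libraries 0 CPM, so its values were also low there. The difference between the ages was tested itself. No gene passed edgeR's test of the interaction of age and tissue (683 genes with an unadjusted p under 0.05) or limma-voom's, DESeq2 called 5 genes and DESeq2 with the block 72. The squared log2 difference between NPC and AFC per gene, estimated free of replicate noise from pairs of different animals, was 0.242 in old and 0.0706 in young animals (exact permutation of the ages of 8 animals, two-sided, p = 0.0857). With each animal left out in turn, p in the same exact permutation test ranged from 0.0286, without O2 or O3, to 0.343 without O1, where the value in old animals was 0.160. It was 0.314 without Y2, where the value in young animals was 0.136, and 0.171 without O4 or Y4. Without Y3 the value in young animals was 0.0302.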

Overall, transcriptomic differences were more importantly marked in cell populations derived from aged animals, with 1117 DEGs between AFC and NPC (Table S4). We then performed pathway enrichment analysis between ovine NPC and AFC (Figure S3D), which highlighted differences in the cellular processes involved (e.g., glucose response and acyl‐CoA biosynthesis for AFC; glycosylation and tryptophan metabolism for NPC). These differences may reflect NPC and AFC different adaptation strategies to the in vitro environment.

To further explain the relatively modest number of DEGs between NPC and AFC transcriptomes, particularly in young animals, we took advantage of the human scRNA‐seq dataset GSE199866 [21]. In line with our observations, the UMAP representation revealed a strong similarity between the transcriptomes of human cells freshly isolated from AF and NP. These cell types clustered together according to their cellular states rather than being separated by tissue of origin (Figure S3E).

Altogether, our data highlighted that ovine cells isolated and cultured from animals of different ages and from distinct tissues maintained an age‐ and tissue‐specific transcriptomic signature.

### 3.3 Cells Derived From Aged Ovine Discs Exhibit Human Disc Degeneration Signatures

To further dissect the intra‐samples heterogeneity observed in our transcriptomic dataset, we combined two complementary approaches: bulk RNA‐seq deconvolution using a single‐cell reference, and co‐expression network analysis via Weighted Gene Co‐Expression Network Analysis (WGCNA).

In order to identify the sub‐populations of NPC and AFC present in our disc ovine culture, we first use bulk deconvolution technique based on known reference cell annotation (Figure 3A). For this purpose, the scRNA‐seq GSE199866 dataset was used as previously. Cell clusters were annotated (Figures 3B and S4A) and their transcriptomic profile was used as a reference to infer cellular states present in each ovine sample (Figure 3C). Interestingly, we highlighted that in vitro culture of disc cells led to a marked enrichment in fibrotic (65%–75% in AF, ~90% in NP) and progenitor‐like cell states, regardless of donor age (Figure 3C). Notably, these two cell states represented minor populations in the native human disc (respectively 2% and 5% of the disc cells) and were not typically associated with IVDD (Figure S4B).

**FIGURE 3:**
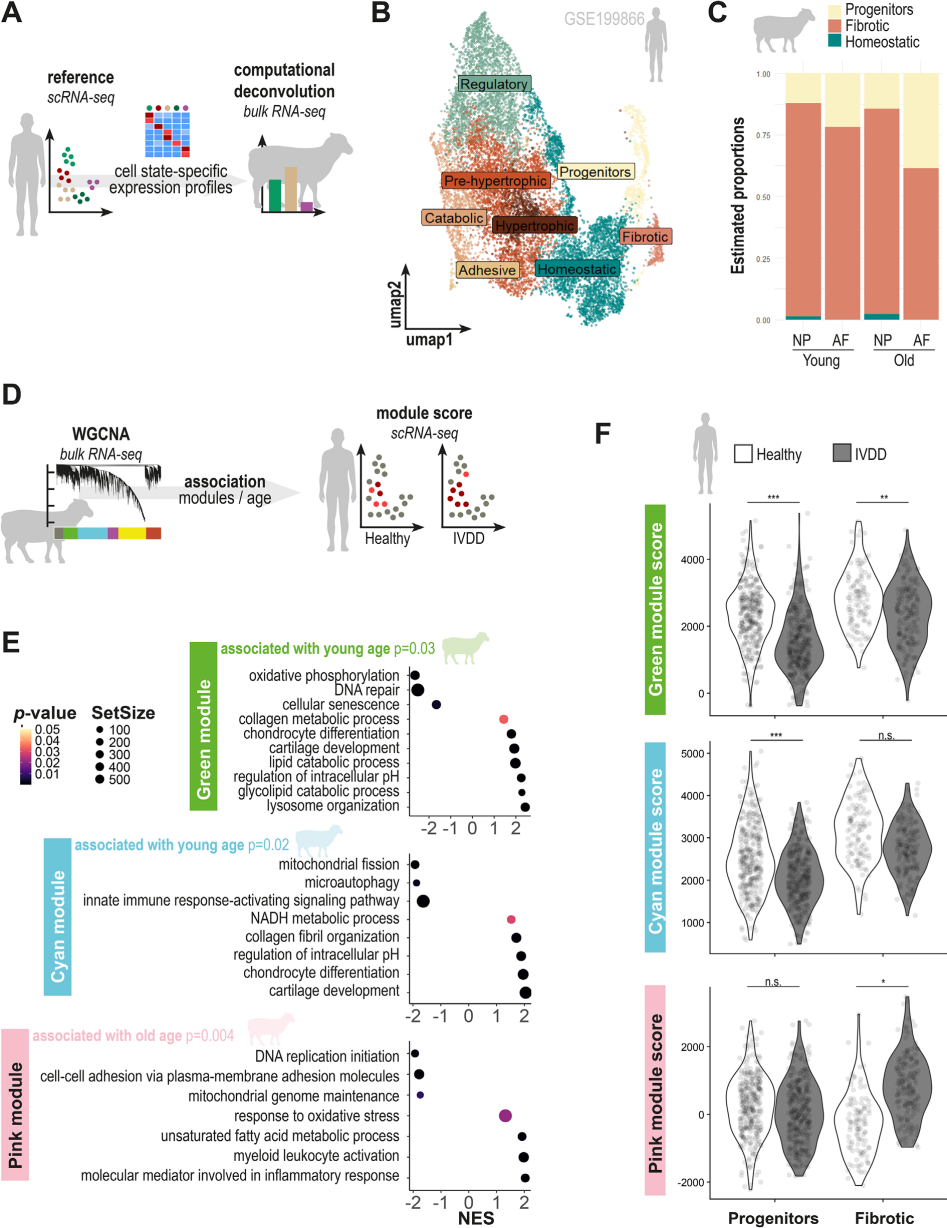
Cells from ovine aged disc express human disc degeneration signatures. (A) Ovine bulk RNA‐seq deconvolution approach based on a human scRNA‐seq reference. The expression profiles of annotated cellular states served as a basis for computational deconvolution. (B) UMAP of scRNA‐seq human dataset (GSE199866) combining AFC and NPC transcriptome from one healthy and one IVDD intervertebral disc. Cellular states were annotated using literature consensus. (C) Estimated proportion of cellular states in ovine samples by MuSiC deconvolution strategy. (D) Bioinformatic approach to the weighted correlation network analysis (WGCNA) enabling the identification of gene modules associated with the age of ovine IVD. The scores associated with these modules were calculated for healthy and degenerated human IVD cells. (E) Ranked GSEA of the genes associated with *Cyan* and *Green* (up in young animals) and *Pink* (up in old animals) modules. (F) Top‐gene modules used as ssGSEA score on human progenitor and fibrotic cells from healthy (clear) and IVDD (grey) disc. *p*‐values were calculated with Wilcoxon signed‐rank test, ns, not significant, *p < 0.05; **p < 0.01; ***p < 0.001.

To explore underlying gene expression programs, we applied WGCNA across all 16 bulk RNA‐seq samples (Figure 3D) and identified six co‐expression modules (Figure S4C). 

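WGCNA groups genes whose expression rises and falls together over the samples. The list of the 30 leading genes of each of the 7 modules (Table S5) gives most genes by symbol, and 11 of its 210 entries by the identifier used in the files, so scores of whole modules were not computed here. These 11 genes were chosen by the study on the same libraries, and their tests are not independent evidence. All 6 genes listed for the Cyan and Green modules were lower in old cells. Their log2 fold changes between old and young lay between -1.46 and -0.20 in NPC and between -2.28 and -0.58 in AFC. Over all genes tested, none of the 6 passed edgeR's threshold in either tissue, with 1 unadjusted p under 0.05 in NPC and 6 in AFC, and DESeq2 called 0 and 3 of them. In AFC all 6 passed when adjusted over the list alone, which held all 11 genes, and in NPC none did. Both genes listed for the Pink module were higher in old cells, with log2 fold changes of 0.50 and 1.61 in NPC and of 0.66 and 0.65 in AFC. Neither passed over all genes in edgeR, and 1 of them passed in AFC when adjusted over the list alone, while DESeq2 called 0 of them in NPC and 1 in AFC. The 3 genes listed for the Yellow and Magenta modules had log2 fold changes between NPC and AFC from -4.10 to -0.57 in old animals. Of these, 2 passed edgeR's threshold in old animals, and all 3 passed when adjusted over the list alone and in DESeq2. In young animals the log2 fold changes lay between -1.58 and -0.03, and the Magenta gene, ENSOARG00020031152, did not differ beyond its error (log2 fold change of -0.03, standard error 0.17). In young animals none of the 3 passed either way, with 2 unadjusted p-values under 0.05, and DESeq2 called 0 of them.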

Besides gene modules associated with AF tissue (*Yellow* and *Magenta* modules) or NP tissue (*Tan* and *Brown* modules), WGCNA identified 3 modules associated with young (*Cyan* and *Green* modules) or old age (*Pink* module) (Figure S4D). For subsequent analysis, we focused on these 3 modules of interest. Functional annotation of these modules highlighted key biological processes differentially active with aging (Figure 3E). The *Green* module was positively enriched for pathways related to cartilage development and negatively enriched for DNA repair and cellular senescence. The *Cyan* module showed enrichment in chondrocyte differentiation and NADH metabolic processes, while being negatively associated with microautophagy, mitochondrial fission, and innate immune signaling. In contrast, the *Pink* module, upregulated in aged samples, was enriched for myeloid cell activation, oxidative stress response, and unsaturated fatty acid metabolism, while being negatively associated with DNA replication initiation and mitochondrial genome maintenance. These distinct co‐expression signatures suggest that aging is accompanied by a coordinated shift away from anabolic and developmental programs toward inflammatory, metabolic, and stress‐related responses, consistent with hallmarks of disc degeneration.

To assess the relevance of these ovine transcriptional programs to human IVDD, we projected the top 30 hub genes from each module onto the human scRNA‐seq dataset (Figure 3F and Table S5). Using single‐sample GSEA (ssGSEA), we computed enrichment scores for each module across individual fibrotic and progenitor cells, two states commonly observed in vitro according to the bulk deconvolution. This analysis revealed a significantly higher proportion of cells with high *Green* and *Cyan* scores in healthy human discs compared to IVDD samples. Conversely, cells with high *Pink* module scores were significantly more frequent in fibrotic cells from degenerated discs (Figure 3F). These results indicate that the transcriptional modules enriched in young ovine cells reflect a healthy disc state, while those upregulated with age align with molecular signatures of human disc degeneration.

### 3.4 NPC From Young and Aged Ovine Disc Share Similar Senescence and Energy Metabolic Responses to Stress‐Related Stimuli

Based on the observed discrepancy in enriched pathways related to inflammation, senescence, and energy metabolism, we sought to better characterise cellular functions associated with these processes. Given their central position in the pathophysiology of IVDD, the role of NPC in disc degeneration has been the subject of numerous studies in the literature. In this section, we chose to functionally explore the stress‐response of these cells at baseline and after stimuli. Cell proliferation, SA‐β‐Gal expression, and mitochondrial respiratory profiles of NPC from young and old animals in response to various stimuli were evaluated (Figures 4 and S5). IL‐1β treatment mimicked inflammatory processes, etoposide treatment served as an efficient senescence inducer, and serum starvation was used as a basic culture condition known for influencing cell proliferation and metabolism. To validate the responsiveness of NPC to IL‐1β, quantification of *MMP3* and *IL6* transcript expression was performed, showing significant overexpression of these markers in cells from both young and aged animals (Figure S5A).

**FIGURE 4:**
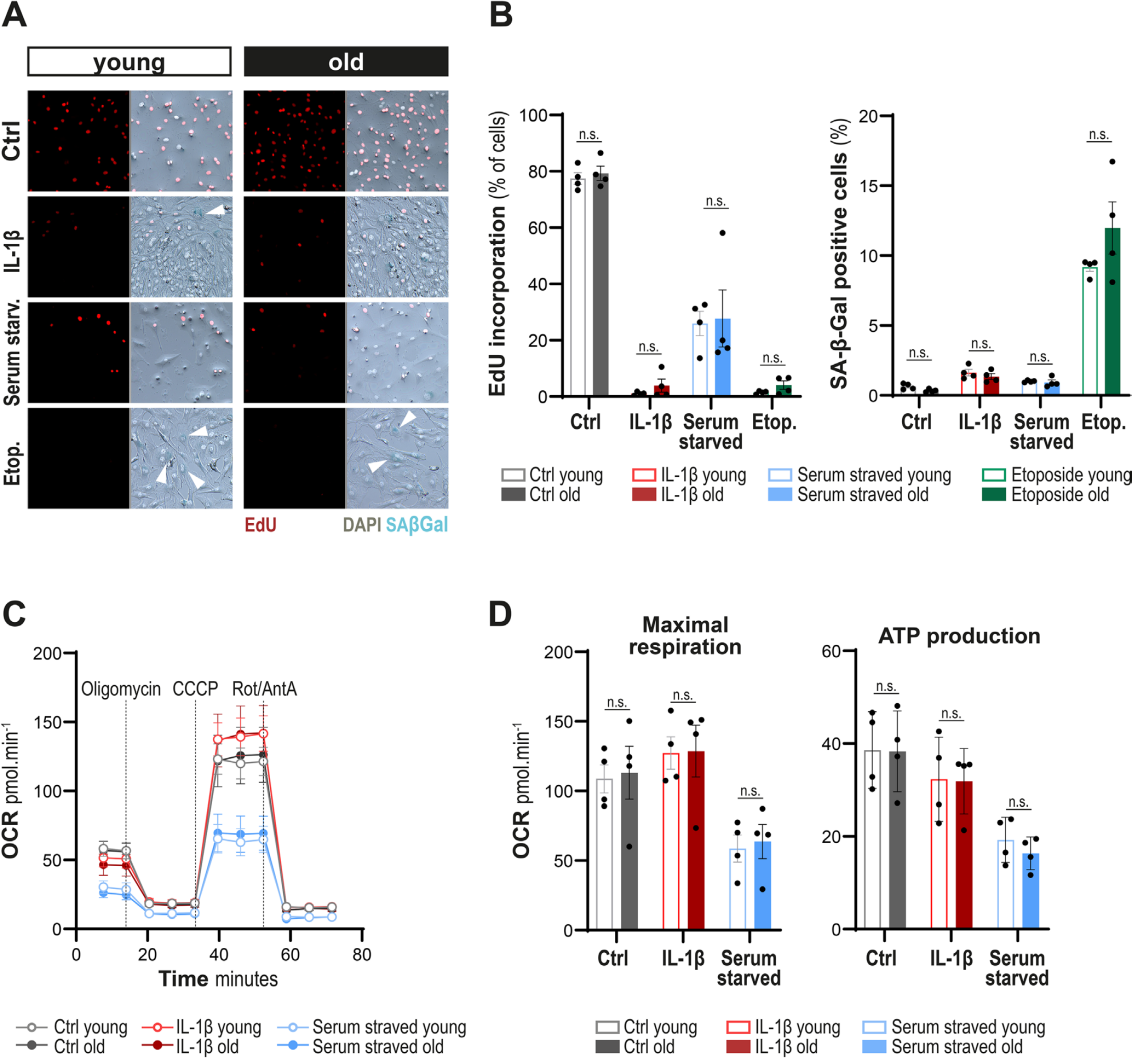
NPC from young and aged ovine disc share common senescence and mitochondrial energetic responses to stress‐related stimuli. (A) Co‐immunofluorescence of EdU incorporation, an indicator of cell proliferation, and SA‐β‐Gal staining, indicating high lysosomal content and potential marker of cellular senescence. DAPI is used as a nuclear marker. Arrows highlight SA‐β‐Gal positive blue staining. (B) Quantification of % of NPC from young and old animals positive for EdU incorporation and SA‐β‐Gal staining. (C) Functional investigation of mitochondrial energetic profiles changes by Seahorse evaluating Oxygen Consumption Rate (OCR) measurements using the mitostress test assay in NPC from young and old animals. (D) Quantification of maximal respiration and ATP production. ns, not significant, *p*‐values were calculated using the Kruskal–Wallis test, and Dunn's post hoc test; *N* = 4 animals per group.

In control conditions, NPC from both young and old animals were proliferating similarly, with around 80% of them incorporating EdU overnight, and only marginally expressing SA‐β‐Gal (Figures 4A,B and S5B). All treatments greatly restricted cell proliferation, down below 40% EdU incorporation with serum starvation and even under 10% with IL‐1β or etoposide treatment. Etoposide was the only treatment increasing SA‐β‐Gal expression up to 10% of stained cells. However, no difference in cell state was observed between cells from young and old animals, at baseline and after treatments.

Accordingly, NPC from young and aged animals exhibited similar mitochondrial energetic profiles in basal conditions and in responses to either IL‐1β or serum starvation (Figures 4C,D and S5C). This included comparable maximal respiration and ATP production for NPC from young and old animals at baseline, and the same increase of maximal respiration and decrease of ATP production in the IL‐1β‐treated condition. Lastly, serum starvation reduced maximal respiration and ATP production similarly in young and old NPC.

Therefore, these functional experiments highlighted that NPC derived from mildly degenerated discs remain responsive to inflammatory, senescence‐inducing, and metabolic stress stimuli, similarly to NPC derived from healthy young IVD.

## 4 Discussion

The sheep model is already widely used and recognised for ex vivo and in vivo studies of IVDD [11], positioning ovine‐derived cell culture models as particularly valuable tools to bridge basic and translational research. Considering that its naturally occurring degenerative process resembles the human one, cellular models from sheep are more likely to mimic what could be observed in human cells. Moreover, the availability of animals across a wide age range offers the opportunity to investigate developmental, maturational, and degenerative processes. However, this advantage comes with significant limitations. A key limitation of our study is the exclusive use of female animals. Livestock management practices primarily dictated this choice: in farming, male lambs are generally slaughtered for meat, whereas females are retained for breeding and milk production and can reach advanced ages (6–7 years). As a result, aged males are rarely available, and using females across all age groups avoids introducing a sex bias between cohorts. While sex‐specific differences in IVDD have not been clearly established in sheep, they are well documented in humans. Biological factors such as hormones, immunity, behaviour, and gene expression contribute to sex‐related differences in chronic diseases. Importantly, low back pain, a clinical manifestation of IVDD, shows consistently higher prevalence and incidence in women than in men across all age groups, with even more pronounced differences in older populations [36]. Therefore, although driven by practical considerations, the exclusive use of female sheep in this study may also increase the translational relevance of the model. Finally, this approach is consistent with the 3R's principle of reduction, as we routinely obtain female animals from local farms, avoiding the need to breed males for research purposes specifically.

A clear strength of the ovine model lies in the anatomical size of the IVD close to the human ones, allowing for macroscopically distinguishing and dissecting the AF from the NP. This facilitates the independent isolation and culture of the two main disc cell types, a significant technical advantage over smaller animal models where such dissection is challenging and imprecise. In this study, we efficiently isolated and expanded AFC and NPC from all individuals across both age groups. AFC and NPC retained somewhat distinct transcriptomic signatures in vitro that were more marked in cells isolated from older animals, likely reflecting full maturation of the IVD tissue. Notably, AFC, often understudied in the context of IVDD, were readily available and displayed age‐related transcriptomic features, supporting their inclusion in studies investigating disc degeneration and in the preclinical evaluation of biomaterials, such as those designed for herniated disc repair [37, 38].

In addition to the technical and logistical burden that is represented by IVDs' isolation from these large animals, the main drawback highlighted here is the pronounced inter‐individual variability, illustrated by the absence of clear clustering on RNA‐seq PCA plot. While this mirrors the biological heterogeneity seen in human populations and may thus increase translational relevance compared to studies using inbred rodent models or cell lines, it presents a challenge for statistical analyses and experimental reproducibility. The use of bioinformatics tools built around human gene sets further complicates interpretation, as species‐specific differences in gene annotation and pathway mapping can introduce biases or lead to incomplete pathway inference. Nevertheless, cross‐species comparison of our data with a human dataset indicates that mainly ‘fibrotic’ and, to a lesser extent, ‘progenitor‐like’ IVD cell states are represented after in vitro expansion. Importantly, this enrichment is likely influenced by culture conditions, as monolayer expansion on rigid plastic under high‐nutrient conditions may selectively favour fibroblastic phenotypes and the proliferation of progenitor‐like cells, or drive phenotypic convergence through dedifferentiation, rather than reflecting the native cellular composition of the disc [39]. Future studies using ovine disc cell culture models should aim to disentangle intrinsic disc cell heterogeneity from culture‐induced phenotypic selection or convergence. In particular, a direct comparison with freshly isolated ovine disc cells would be required to determine the extent to which fibrotic and progenitor‐like profiles pre‐exist in vivo versus being induced or amplified during in vitro expansion, which represents an important limitation of the present study. Importantly, linking the aging‐related transcriptional signature of sheep cells with data from human samples nonetheless reinforces the translational relevance and overall similarity between ovine and human IVDD.

In the functional assays, sheep NP cells were compatible with all experimental technical approaches used with minimal adjustment to standard protocols. We used commercially available ovine recombinant IL‐1β, but cells were also responsive to the human recombinant cytokine (data not shown). However, a notable limit of this model may come with the use of antibody‐based approaches for which anti‐sheep protein specificity may often be unproven or unavailable. Cells from young and old animals showed similar mitochondrial energetic profiles and comparable susceptibility to senescence, independently of the treatment tested. However, these observations must be interpreted with caution. The overall low level of senescence detected in our cultures, together with the preferential survival and expansion of proliferative cells during in vitro passaging, may mask more subtle age‐related differences in mitochondrial function. In addition, the use of higher‐passage cells for functional assays, required to obtain sufficient cell numbers, likely contributed to phenotypic convergence between age groups. Consequently, conclusions regarding age‐dependent mitochondrial function should be validated in experimental systems that better preserve native disc cell states. On the bright side, these findings show that NPC derived from mildly degenerated discs remain viable and thus potentially responsive to regenerative stimuli in vivo. However, this functional result contrasts with studies in rabbits, where age‐associated mitochondrial energetic dysfunction and increased senescence were reported in cultured IVD cells [40]. While this discrepancy may reflect species‐specific differences in disc biology (i.e., rabbits develop spontaneous IVDD [41] yet retain notochordal cells throughout adulthood, in contrast to sheep [14]), it may also be influenced by methodological differences between studies. In particular, more robust or prolonged senescence induction protocols used in rabbit models could have amplified age‐related mitochondrial and senescence‐associated phenotypes. The maintenance of a notochordal‐derived progenitor pool in rabbits, together with such experimental differences, may therefore contribute to divergent aging processes, IVDD mechanisms, and regenerative capacities between species.

Altogether, our findings support the use of sheep‐derived NP and AF cells as relevant in vitro models of early‐stage IVDD. While cells from animals of all ages are suitable for experimentation, our findings suggest that donor age alone may not be the primary determinant of functional outcomes in expanded cultures, particularly when aging‐related markers are subtle and only a subset of cells survives and proliferates in vitro. To better preserve native disc cell phenotypes and limit progenitor overexpansion and dedifferentiation, future studies should prioritise the use of freshly isolated cells encapsulated in three‐dimensional systems or biomimetic matrices. Such approaches may constrain cell spreading and proliferation while maintaining key biophysical and biochemical cues of the disc microenvironment, thereby improving physiological relevance. In this context, strategies including culture in three‐dimensional spheroids [42, 43], encapsulation in hydrogels mimicking disc matrix properties [44, 45], or maintenance in hyperosmolar [46] or hypoxic conditions [47, 48, 49] may help preserve native cellular states that are partially lost upon monolayer expansion.

In conclusion, our study demonstrates that ovine NPC and AFC represent a promising model for the study of mechanisms implicated in disc aging and degeneration, and for the early evaluation of potential regenerative therapies, while suffering from the same limitations as any cell culture model. Similarities found with the transcriptomic signature of human cells reinforce the translational relevance of the ovine model from in vitro to in vivo experiments.

## Author Contributions

R.G., J.G. and C.L.V. conceived and designed the study. P.H., L.D., E.C. and M.F. performed the formal analyses. J.G., C.L.V., F.B. and R.G. acquired funding. P.H., L.D., E.C., B.H. and F.E. carried out investigations. P.H., L.D., R.G., C.V., M.F. and F.B. developed the methodology. P.H. and R.G. drafted the original manuscript. All authors read, amended, and approved the final version of the manuscript.

## Ethics Statement

The animals used in this study were housed in accordance with good practices and animal welfare standards, under the supervision of veterinarians. Euthanasia was performed according to good practices and legislation (European Directive 2010/63/EU) in the accredited Centre of Research and Pre‐clinical Investigations (CRIP) at the ONIRIS‐National Veterinary School of Nantes. All efforts were made to minimise the number of animals used and their suffering.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Relative to Main Figure 1. (A) Representative Alcian Blue staining images. Scale bar: 10 mm. (B) Cell morphology at passage P1. Scale bar: 100 μm. (C) Cell count after cell isolation. (D) Cellular doubling time between passage P0 and P1. n.s., not significant; *p < 0.05. *p*‐values were calculated using Mann Whitney test; *N* = 4 young and *N* = 4 old animals.
**Figure S2:** Schematic bioinformatic analysis pipeline. (A) From primary to secondary analysis pipeline.
**Figure S3:** Relative to main Figure 2. (A) Heatmap showing sample clustering based on matrix‐related transcripts expression from DIPPER analysis [35]. (B) Volcano plot of differential gene expression in NPC versus AFC from young and (C) old animals using the Wald test. (D) Geneset Enrichment Analysis (GSEA) AFC versus NPC samples using the permutation test. (E) UMAP of scRNA‐seq human dataset (GSE199866) split between one healthy and one IVDD intervertebral disc, cells from NP tissue are highlighted in turquoise and from AF tissue in orange.
**Figure S4:** Relative to main Figure 3. (A) UMAP of scRNA‐seq human dataset (GSE199866) used as basis for bulk RNA‐seq deconvolution combining AFC and NPC transcriptome, split between one healthy and one degenerated intervertebral disc. Cellular states were annotated using literature consensus. (B) Proportion of the different cellular states present in healthy and IVDD condition. (C) Dendrogram plot showing hierarchical clustering of the 12159 genes in 14 modules after merging, a different colour represents each module. (D) Dendrogram and heatmap generated with the module eigengenes for the 14 modules identified. Significant association between modules and origin of the cells are highlighted below (Yng: young). *p*‐values were calculated with the Student asymptotic *p*‐value for correlation.
**Figure S5:** Relative to main Figure 4. NPC from young and aged ovine disc share common senescence and mitochondrial energetic responses to stress‐related stimuli. (A) IL6 and MMP3 transcript expression by RT‐qPCR of NPC from young and old animals following 24 h of IL‐1 β treatment or serum starvation. (B) Quantification of % of NPC from young and old animals positive for EdU incorporation and SA‐β‐Gal staining. (C) Quantification of maximal respiration and ATP production. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. *p*‐values were calculated using the Repeated Measures ANOVA test, and Tukey's post‐hoc test; *N* = 8 animals.

**Table S1:** Differential Expression Results between NPC from young and old animals. Standard differential expression analysis results using DESeq2 pipeline. BaseMean = mean of normalised read count across all samples. log2 fold change = log2 Fold change between groups, positive indicates upregulated in NPC isolated from old animals, *p*adj = *p*‐value adjusted for multiple testing using Benjamini–Hojberg correction.

**Table S2:** Differential Expression Results between AFC from young and old animals. Standard differential expression analysis results using DESeq2 pipeline. BaseMean= mean of normalised read count across all samples. log2 fold change = log2 Fold change between groups, positive indicates upregulated in AFC isolated from old animals, *p*adj = *p*‐value adjusted for multiple testing using Benjamini–Hojberg correction.

**Table S3:** Differential Expression Results between NPC and AFC isolated from young animals. Standard differential expression analysis results using DESeq2 pipeline. BaseMean = mean of normalised read count across all samples. log2 fold change = log2 Fold change between groups, positive indicates upregulated in NPC, *p*adj = *p*‐value adjusted for multiple testing using Benjamini–Hojberg correction.

**Table S4:** Differential Expression Results between NPC and AFC isolated from old animals. Standard differential expression analysis results using DESeq2 pipeline. BaseMean = mean of normalised read count across all samples. log2 fold change = log2 Fold change between groups, positive indicates upregulated in NPC, *p*adj = *p*‐value adjusted for multiple testing using Benjamini–Hojberg correction.

**Table S5:** List of the top‐30 genes associated with WGCNA modules. List of the 30 genes most associated with the different modules identified by WGCNA, ranked by importance in the module. The modules included are the modules associated with AFC (Yellow and Magenta modules), with NPC (Tan and Brown modules), with young and (Cyan and Green modules) and with old age (Pink module).

## Data Availability

The raw and processed transcriptomic data that support the findings of this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE302551. The complete bioanalysis pipeline is available at https://gitlab.univ‐nantes.fr/guihomics/ovine_IVD_bulkRNAseq. Other raw data and materials are available from the corresponding author on reasonable request.

# Supplementary material for: Transcriptomic and Functional Comparison of Cells Isolated From Healthy and Degenerated Ovine Intervertebral Discs
**Source:** J Cell Mol Med. 2026 Jan 22;30(2):e71026. doi: 10.1111/jcmm.71026
**Supplement:** Supplementary file 1 — Figure S1: Relative to Main Figure 1. (A) Representative Alcian Blue staining images. Scale bar: 10 mm. (B) Cell morphology at passage P1. Scale bar: 100 μm. (C) Cell count after cell isolation. (D) Cellular doubling time between passage P0 and P1. n.s., not significant; *p < 0.05. p‐values were calculated using Mann Whitney test; N = 4 young and N = 4 old animals. Figure S2: Schematic bioinformatic analysis pipeline. (A) From primary to secondary analysis pipeline. Figure S3: Relative to main Figure 2. (A) Heatmap showing sample clustering based on matrix‐related transcripts expression from DIPPER analysis [35]. (B) Volcano plot of differential gene expression in NPC versus AFC from young and (C) old animals using the Wald test. (D) Geneset Enrichment Analysis (GSEA) AFC versus NPC samples using the permutation test. (E) UMAP of scRNA‐seq human dataset (GSE199866) split between one healthy and one IVDD intervertebral disc, cells from NP tissue are highlighted in turquoise and from AF tissue in orange. Figure S4: Relative to main Figure 3. (A) UMAP of scRNA‐seq human dataset (GSE199866) used as basis for bulk RNA‐seq deconvolution combining AFC and NPC transcriptome, split between one healthy and one degenerated intervertebral disc. Cellular states were annotated using literature consensus. (B) Proportion of the different cellular states present in healthy and IVDD condition. (C) Dendrogram plot showing hierarchical clustering of the 12159 genes in 14 modules after merging, a different colour represents each module. (D) Dendrogram and heatmap generated with the module eigengenes for the 14 modules identified. Significant association between modules and origin of the cells are highlighted below (Yng: young). p‐values were calculated with the Student asymptotic p‐value for correlation. Figure S5: Relative to main Figure 4. NPC from young and aged ovine disc share common senescence and mitochondrial energetic responses to stress‐related stimuli. (A) IL6 and MMP3 transc

# **Transcriptomic and functional comparison of cells isolated from healthy and degenerated ovine intervertebral discs**

Paul Humbert<sup>1</sup>, Lucie Danet<sup>1</sup>, Emmaëlle Carrot<sup>1</sup>, Floriane Etienne<sup>1,2</sup>, Boris Halgand<sup>1</sup>, Frédéric Blanchard<sup>1</sup>, Claire Vinatier<sup>1</sup>, Jérôme Guicheux<sup>1</sup>, Marion Fusellier<sup>1,2</sup>, Catherine Le Visage<sup>1</sup>, Romain Guiho<sup>1,\*</sup>

Romain Guiho, Inserm UMRS 1229-RMeS Regenerative Medicine & Skeleton, School of dental medicine, 1 place Alexis Ricordeau, 44042 Nantes cedex 1, France.

**Supplementary Methods**

**Supplementary Figures**

**Supplementary Tables legends**

## **Supplementary Methods**

### **Extended Sample Collection Protocol**

Lumbar IVDs were collected from four 6-month-old female lambs and four female sheep between 7-8 years-old (Vendée breed, GAEC HEAS, Les Rabelais, Ligné, France) in the accredited Centre of Research and Pre-Clinical Investigations (ONIRIS, National Veterinary School of Nantes). The sheep received a bolus hypocoagulant dose of heparin (50 IU/kg) and were euthanized with an overdose of barbiturates (60 mg/kg) following the best practices and legislation (European Directive 2010/63/EU). Post-euthanasia, MRI of the lumbar spine was performed to obtain sagittal T2-weighted images (TE: 86 ms, TR: 3,000 ms; slice thickness: 3 mm), using a 1.5 T MRI scanner (Magnetom Essenza, Siemens Medical Solutions). OsiriX 9 software (Osirix Foundation) was used to analyse MRI images, and each lumbar IVD was scored using the Pfirrmann grading system. Under aseptic conditions, the lumbar spines were extracted via a posterior approach, and the IVDs were individualized with part of the vertebral bodies using an oscillating saw. The sections were then transported to the cell culture room in sterile media.

### **Extended Cell Isolation and Culture Protocol**

Five lumbar IVDs per donor were dissected from the vertebral bodies, AF and NP were separated and diced into pieces. Tissue fragments were rinsed three times in HBSS (L0606, Biowest) with 2% penicillin/streptomycin (P/S; 15070-063, Gibco) for 2 minutes. The extracellular matrix was then digested with 0.05% hyaluronidase (H4272, Sigma-Aldrich) in HBSS at 37 °C for 15 minutes. After two rinses with HBSS, 15–20 mL of 0.2% trypsin (T9935, Sigma-Aldrich) in HBSS were added to each sample and incubated at 37 °C for 30 minutes. After two additional rinses with HBSS, 15–20 mL of 0.25% collagenase (C5138, Sigma Aldrich) were added in complete culture medium, i.e. DMEM high glucose and pyruvate (31966-021, Gibco) supplemented with 10% foetal bovine serum (FBS eurobio scientific CVFSCF00-01, Lot n° S76214), 1% P/S, and 0.1% Amphotericin B (15290, Gibco), and the mixtures were incubated at 37 °C overnight. The recovered suspension was filtered through a 70-µm-pore filter and centrifuged for 5 minutes at 300 g. The cells were counted and seeded at 10 000 cells /cm<sup>2</sup> in T75 flasks (Sarstedt). AF and NP cells were grown at 37 °C and 5% CO<sub>2</sub>.

### **Quantitative RT-PCR Analysis of IL-6 and MMP3 Expression in NP Cells**

NP cells at P3 were seeded in 6-well plates at 100,000 cells per well. After 3 days, the culture medium was changed after a PBS wash to (1) complete culture medium, (2) complete culture medium supplemented with ovine IL-1 $\beta$  (10ng/mL), or (3) serum-free culture medium. After 24h, total RNA was extracted using the Nucleospin RNA XS kit (Macherey-Nagel, 740902) according to the manufacturer's instructions. RNA yield was measured using NanoDrop 1000 Spectrophotometer (Thermo Scientific). Reverse transcription was performed using the Verso cDNA Synthesis Kit (Thermo Scientific, AB1453B) with a mix of Anchored Oligo(dT) and Random Hexamers. Real-time polymerase chain reaction (PCR) was performed using specific *ovis aries* primers (5' -> 3': IL6\_Forward: CCTGTCCACTGGGCACATAA; IL6\_Reverse: GTTCAAGCCGCATAGCCATT; MMP3\_Fw: GTGTGATCCTGCCTTGTCTCT; MMP3\_Rev: CCGCCAAAAATGTCTGCCTTT; housekeeping gene: GAPDH\_Fw: TCCTGCCCCACCTCCACCAC; GAPDH\_Rev: GGGCTCCCTAAGCCCCTCCC) with SYBR Select Master Mix (Applied Biosystems, 4472908) on the CFX96 Touch Real-time PCR Detection System (Bio-Rad).

## Supplementary Figures

### Supplementary Figure S1

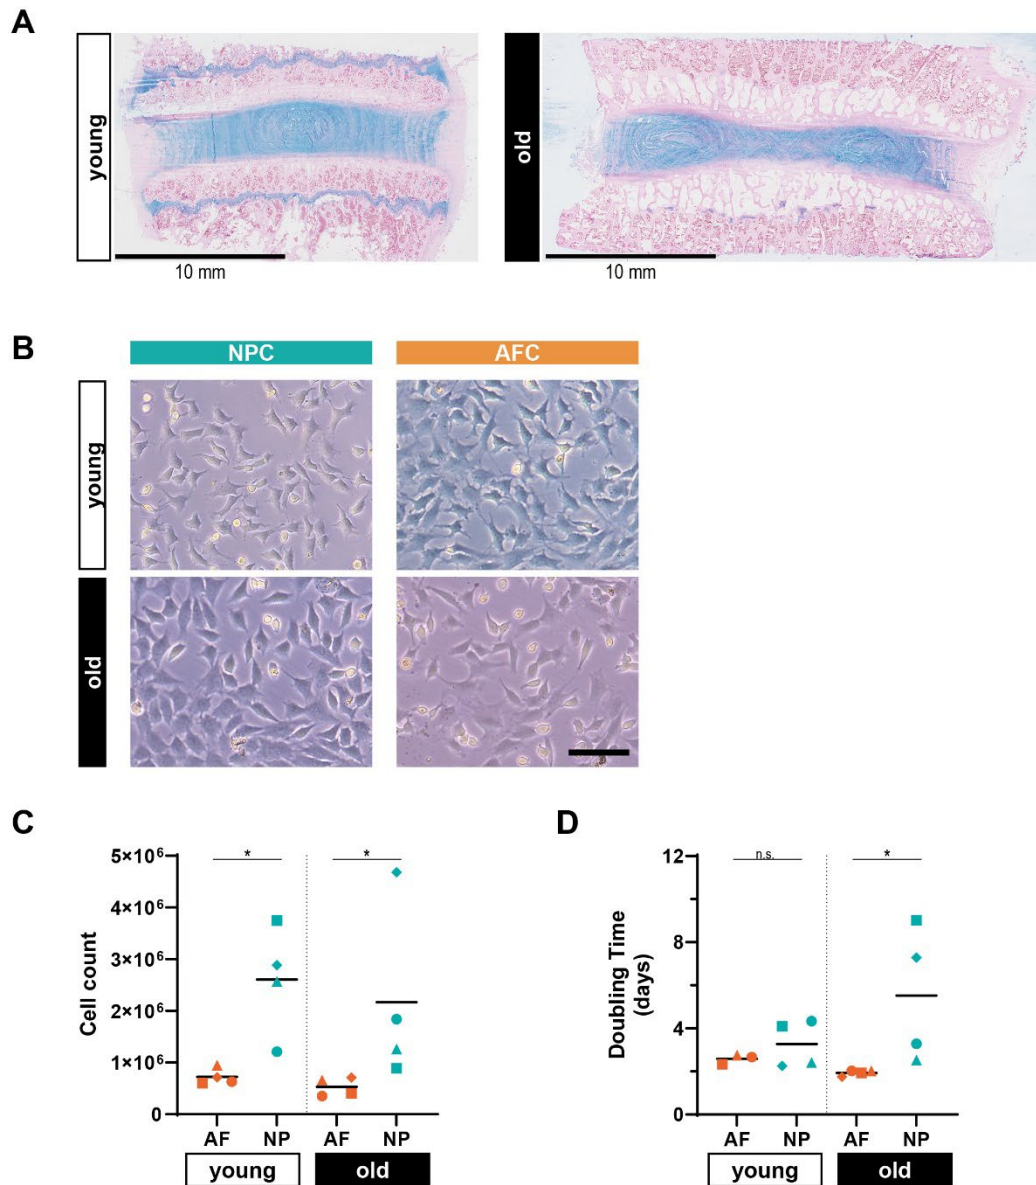

**Supplementary Figure S1 – Relative to Main Figure 1.** **A.** Representative Alcian Blue staining images. Scale bar: 10 mm. **B.** Cell morphology at passage P1. Scale bar: 100μm. **C.** Cell count after cell isolation. **D.** Cellular doubling time between passage P0 and P1. n.s.: not significant; \*:  $p < 0.05$ . p-values were calculated using Mann Whitney test; N=4 young and N=4 old animals.

## Supplementary Figure S2

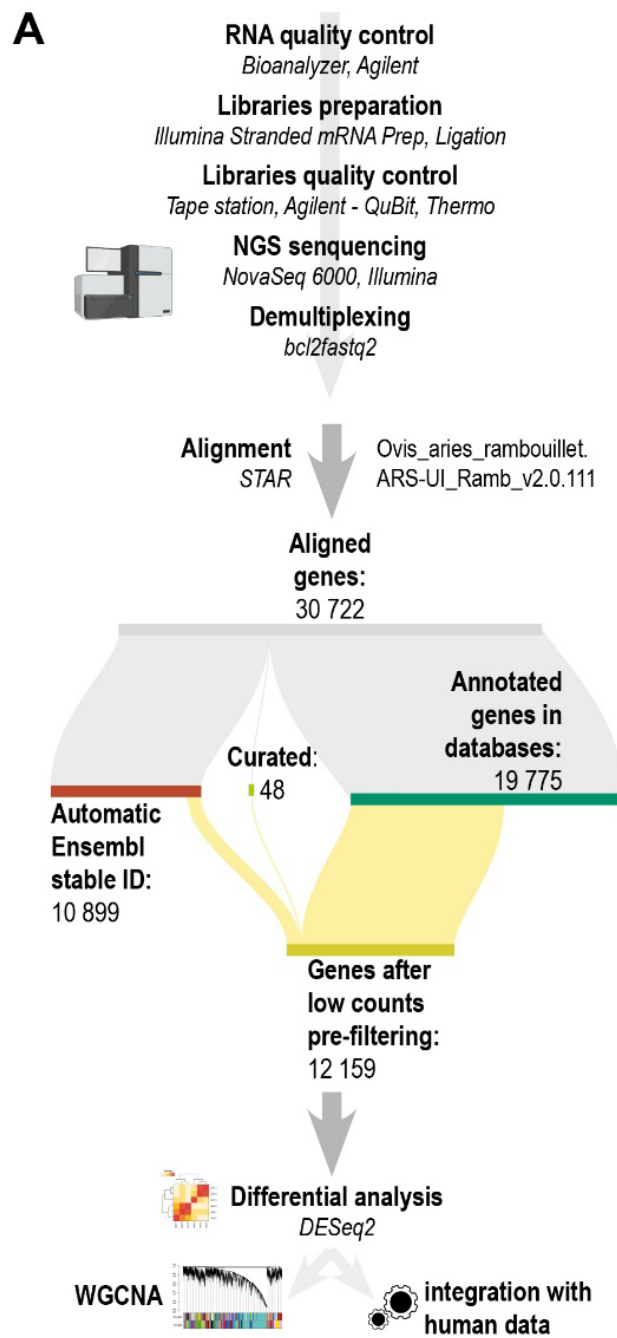

**Supplementary Figure S2. Schematic bioinformatic analysis pipeline. A.** From primary to secondary analysis pipeline.

## Supplementary Figure S3

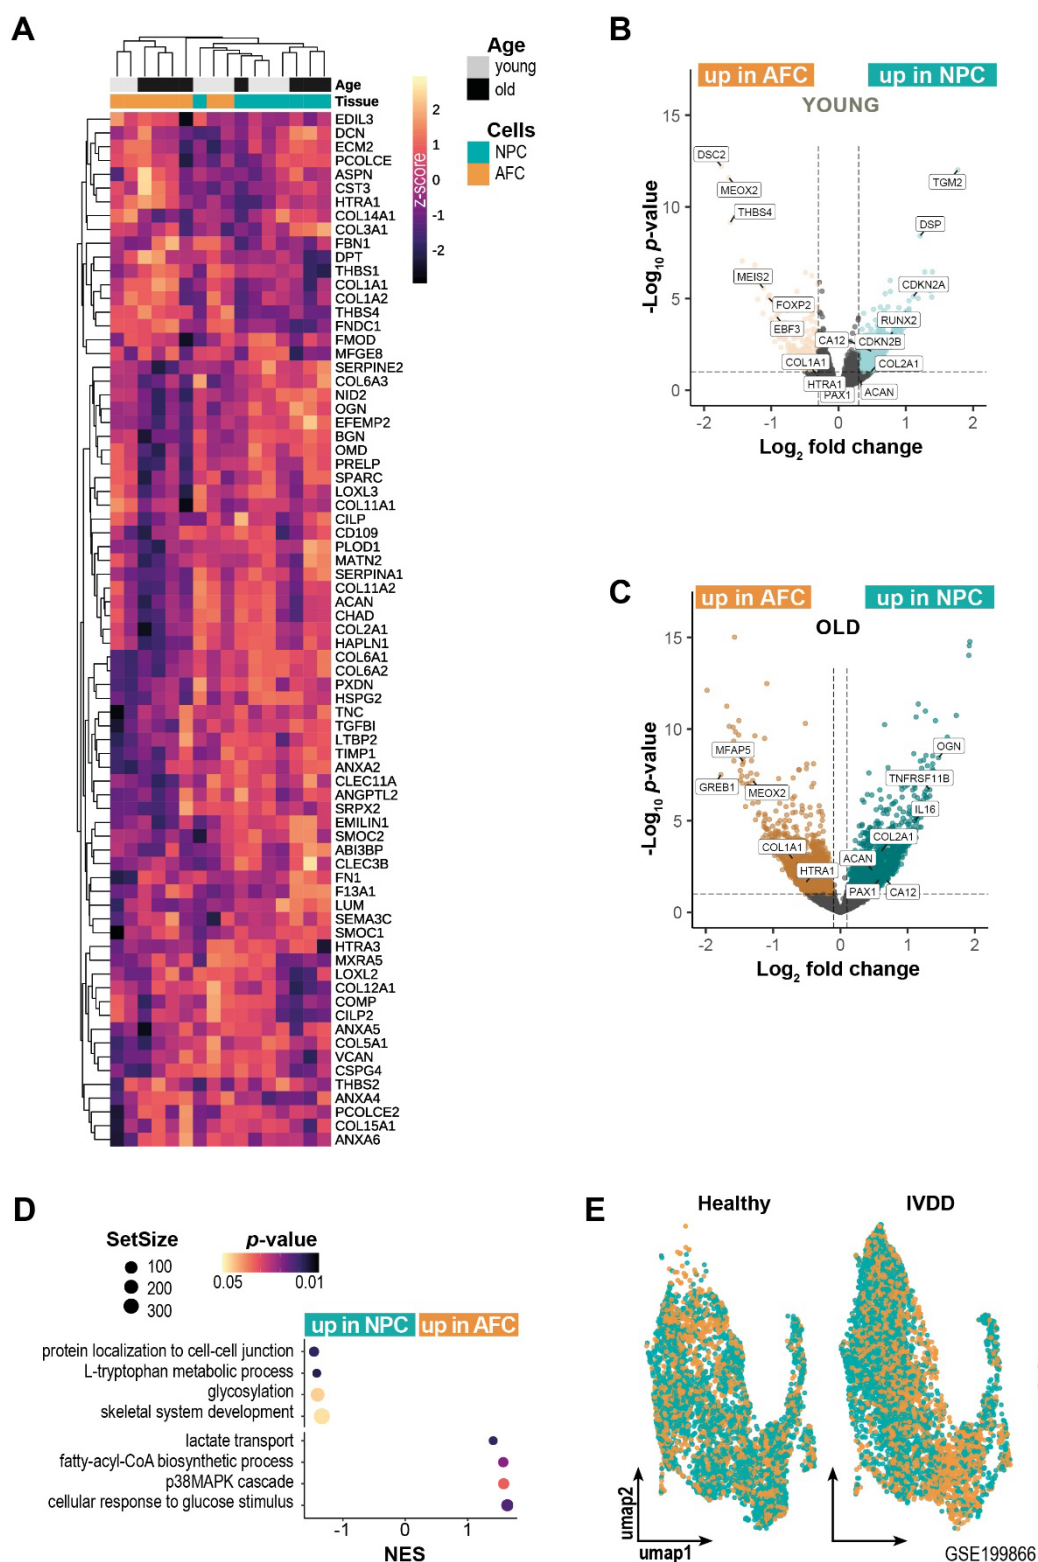

**Supplementary Figure S3 – Relative to Main Figure 2.** A. Heatmap showing sample clustering based on matrix-related transcripts expression from DIPPER analysis (Tam et al.

2020). **A.** Volcano plot of differential gene expression in NPC versus AFC from young and **B.** old animals using the Wald test. **D.** Geneset Enrichment Analysis (GSEA) AFC versus NPC samples using the permutation test. **E.** UMAP of scRNA-seq human dataset (GSE199866) split between one healthy and one IVDD intervertebral disc, cells from NP tissue are highlighted in turquoise and from AF tissue in orange.

## Supplementary Figure S4

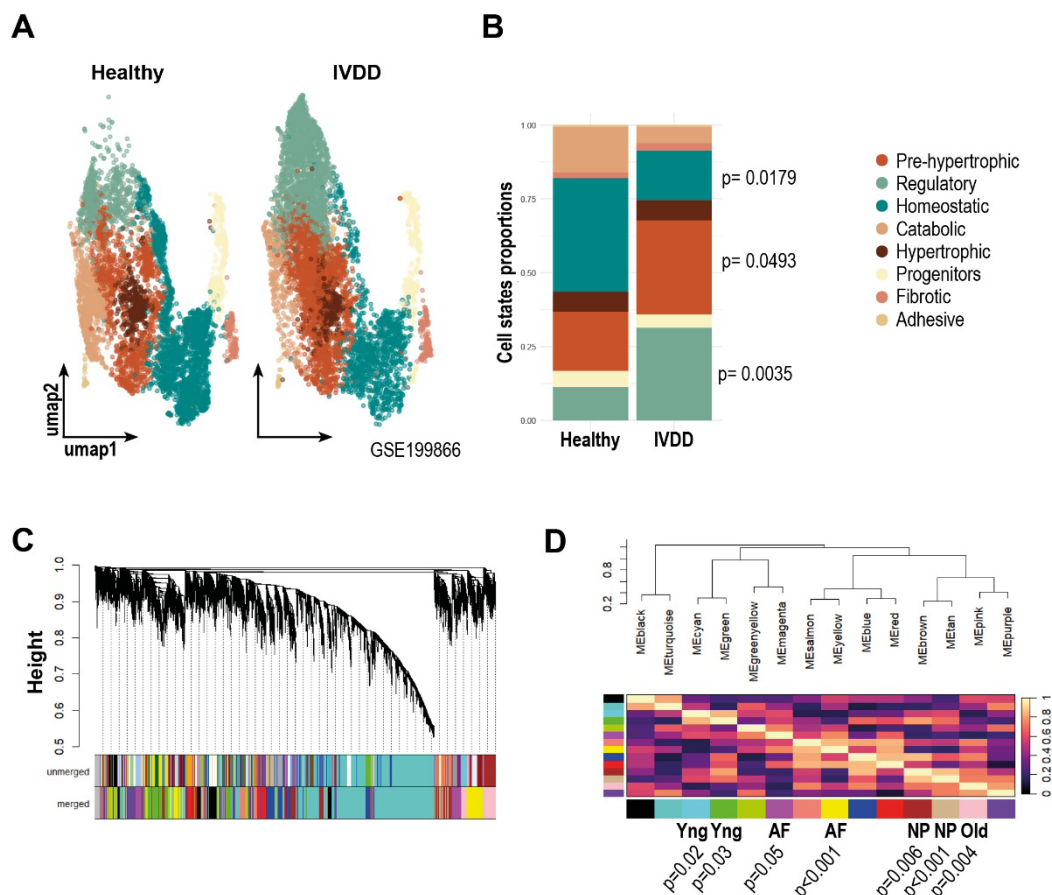

**Supplementary Figure S4 – Relative to Main Figure 3. A.** UMAP of scRNA-seq human dataset (GSE199866) used as basis for bulk RNA-seq deconvolution combining AFC and NPC transcriptome, split between one healthy and one degenerated intervertebral disc. Cellular states were annotated using literature consensus. **B.** Proportion of the different cellular states present in healthy and IVDD condition. **C.** Dendrogram plot showing hierarchical clustering of the 12159 genes in 14 modules after merging, a different colour represents each module. **D.** Dendrogram and heatmap generated with the module eigengenes for the 14 modules identified. Significant association between modules and origin of the cells are highlighted below (Yng: young). p-values were calculated with the Student asymptotic p-value for correlation.

## Supplementary Figure S5

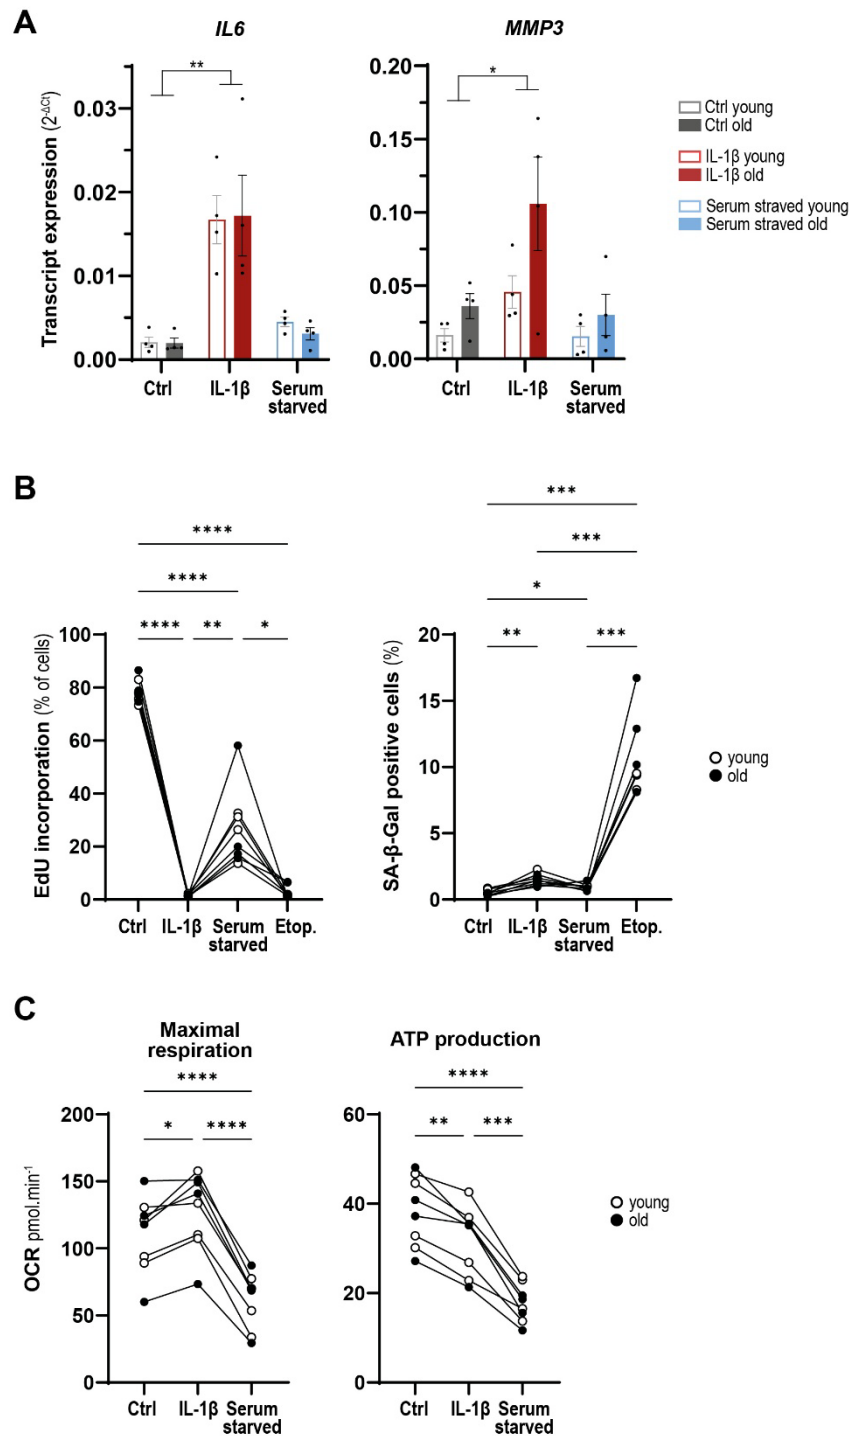

**Supplementary Figure S5 – Relative to Main Figure 4. NPC from young and aged ovine disc share common senescence and mitochondrial energetic responses to stress-related stimuli. A.** IL6 and MMP3 transcript expression by RT-qPCR of NPC from young and old animals following 24h of IL-1  $\beta$  treatment or serum starvation. **B.** Quantification of % of NPC from young and old animals positive for EdU incorporation and SA- $\beta$ -Gal staining. **C.**

Quantification of maximal respiration and ATP production. \*:p<0.05; \*\*:p<0.01; \*\*\*:p<0.001; \*\*\*\*:p<0.0001. p-values were calculated using the Repeated Measures ANOVA test, and Tukey's post-hoc test; N=8 animals.

## Supplementary Tables legends

**Supplementary Table 1. Differential Expression Results between NPC from young and old animals.** Standard differential expression analysis results using DESeq2 pipeline. baseMean= mean of normalized read count across all samples. log2 fold change= log2 Fold change between groups, positive indicates upregulated in NPC isolated from old animals, padj= p-value adjusted for multiple testing using Benjamini-Hojberg correction.

**Supplementary Table 2. Differential Expression Results between AFC from young and old animals.** Standard differential expression analysis results using DESeq2 pipeline. baseMean= mean of normalized read count across all samples. log2 fold change= log2 Fold change between groups, positive indicates upregulated in AFC isolated from old animals, padj= p-value adjusted for multiple testing using Benjamini-Hojberg correction.

**Supplementary Table 3. Differential Expression Results between NPC and AFC isolated from young animals.** Standard differential expression analysis results using DESeq2 pipeline. baseMean= mean of normalized read count across all samples. log2 fold change= log2 Fold change between groups, positive indicates upregulated in NPC, padj= p-value adjusted for multiple testing using Benjamini-Hojberg correction.

**Supplementary Table 4. Differential Expression Results between NPC and AFC isolated from old animals.** Standard differential expression analysis results using DESeq2 pipeline. baseMean= mean of normalized read count across all samples. log2 fold change= log2 Fold change between groups, positive indicates upregulated in NPC, padj= p-value adjusted for multiple testing using Benjamini-Hojberg correction.

**Supplementary Table 5. List of the top-30 genes associated with WGCNA modules.** List of the 30 genes most associated with the different modules identified by WGCNA, ranked by importance in the module. The modules included are the modules associated with AFC (Yellow and Magenta modules), with NPC (Tan and Brown modules), with young and (Cyan and Green modules) and with old age (Pink module).

How the deposited data were processed for this re-analysis (not part of the article)

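RNA was sequenced from NPC and AFC at passage 1 from 4 young and 4 old animals, in 16 libraries. The authors aligned the reads with STAR to the Rambouillet genome and deposited raw counts of reads per Ensembl gene, for 30722 genes and without a low-count filter. The counting tool, its strand setting and the number of reads discarded are not given in the sources used here, and the authors' linked pipeline code was not used here, so the depth is that of reads counted on genes, from 28782526 to 51800007 per library (median 47438906). Libraries were assigned to age, tissue and animal by their labels, and the animals of each age were numbered O1 to O4 and Y1 to Y4 in the order of their identifiers. All 16 columns could be assigned, and no library was left out. The libraries of a group differed from each other by far more than counting noise, with a chi-square per degree of freedom between 65.6 and 475 over the 24 pairs, so none was a repeat of another.

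Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The design, the tests and the alternatives were fixed before the data were examined, apart from those named as added. Genes passing edgeR's low-count filter (15521) were normalised by TMM and fitted with a mean for each of the 4 groups. Contrasts were old minus young within NPC and within AFC, NPC minus AFC within young and within old animals, and the interaction of age and tissue. P-values came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at a threshold of 0.05. The standard error of a log2 fold change was derived from the fold change and its F statistic. CPM values are TMM normalised. The paper names DESeq2 and the Wald test for its own DEGs, and DESeq2 was used here as an alternative.

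NPC and AFC of the same number came from the same animal, by the labels, and so were paired. Deviations from the group means correlated across genes between both libraries of an animal by 0.23 on average, from -0.19 in O2 to 0.53 in O1, and 6 of the 8 animals had a correlation above 0.1. Of the 576 ways to pair NPC with AFC libraries of the same age, 10 gave a mean as high (exact permutation test, one-sided, p = 0.0174). The fit with the animal as a replicate block was an alternative. Single values were compared by exact permutation tests, with 70 relabellings of the ages of 8 animals or all sign flips of the differences within them. Counts of genes were compared with those from all 35 divisions of the same animals or libraries into 4 and 4.

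The steps were tested on simulated counts with 200 changed genes, drawn with each gene's mean over the libraries, the library sizes and the dispersions of the real data. The changed genes were taken only from those above a minimum mean count, so recovery of genes with the fewest reads was not assessed. All libraries were drawn independently, without an effect shared by both libraries of an animal. For old against young NPC, with 15369 genes in that step, edgeR recovered 47 of 100 genes changed 2-fold and 81 of 100 changed 4-fold, with 2 false calls, and DESeq2 recovered 62 and 87 with 32 false calls. For old NPC against old AFC, with 15318 genes, edgeR recovered 52 and 84 with 2 false calls, and DESeq2 64 and 90 with 33.

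The genes given by name were to be every gene that the text or volcano plots of the paper name for these data, and the 3 genes with the largest log2 fold change in each direction among those past the threshold whose groups did not overlap. At most 2 genes in each direction are printed, because the sources used here do not pair the identifiers with symbols. The symbol table used for names, made for assembly ARS-UI_Ramb_v3.0, matched 0 of the identifiers. The genes named in the paper were therefore not reported. For the same reason, the clustering on collagens and matrix genes, the gene set and pathway tests and the scores of WGCNA modules were not run. The human single-cell data and the deconvolution were not analysed here.

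Alternatives tried were DESeq2 at 2 thresholds and with a minimum log2 fold change of 0.3, edgeR at an adjusted p under 0.1, RLE normalisation, no low-count filter, a mean count of at least 50, a fit on the 8 libraries compared, the replicate block, and leaving out each animal. For distances, DESeq2's variance stabilizing transformation and all genes that passed the filter were used. Added after the data were examined were limma-voom, thinning of every library to 28782526 counts, removal of the 21 genes that were among the 10 largest of any library, the rule of a CPM of at least 2 in at least 4 libraries, and, with an animal left out, distances scaled for the number of libraries in the group.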

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

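The tests of library size in this part were chosen after the values were seen. Among 56 groups of 4 libraries tested for a value far from the others (distance to the group mean, total counts, share of the 10 largest genes, the first components and the genes named above), 2 had such a value, and chance gives about 1 in 20.

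The young AFC library of Y1 lay 28.3 from the mean of its group, while the other 3 lay between 35.4 and 36.6. It was thus closer to the group mean than the others, not farther. A difference in library size was tested, and the library's total of 43161323 counts lay within the range of the other 3 libraries, which argues against library size. The design gives no biological explanation for a single animal, and none was tested.

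ENSOARG00020025675 stood at 5.89 (log2 CPM) in the old NPC library of O2 and between 0.0046 and 0.82 in the other 3 old NPC libraries. The young NPC libraries lay in between, from 2.05 to 3.32. The O2 library's total of 48711864 counts lay within the range of the other 3 old NPC libraries, which argues against library size. Cells of another type, or reads shared with a similar gene, were not tested, because the identifiers were not paired with symbols or sequences. No biological explanation was tested.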

How the results depend on the processing

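The limma-voom fit, the thinning, the removal of large genes, the scaling of distances for group size and every setting with the CPM rule were chosen after the data were examined. For each count the order is age in NPC, age in AFC, tissue in young and tissue in old animals. edgeR's quasi-likelihood test gave 2, 1, 2 and 351 genes, and no gene for the interaction.

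DESeq2 on the same groups gave 71, 225, 113 and 1117 genes at an adjusted p under 0.05, with 5 for the interaction, and 114, 350, 176 and 1608 at an adjusted p under 0.1, again with 5. Requiring also a log2 fold change over 0.3 left 110, 340, 162 and 1441, with 5 for the interaction. Fitted on the 8 libraries compared only, DESeq2 gave 170, 225, 164 and 828 at 0.05 and 274, 303, 230 and 1188 at 0.1. edgeR on the 8 libraries only gave 1 gene for age in NPC, 1 for age in AFC, which was lower in old cells and so another gene, 2 for tissue in young and 16 in old animals, fewer libraries then serving to estimate the spread. At an adjusted p under 0.1, edgeR gave 6 genes for tissue in young and 794 in old animals. With DESeq2, 23 genes were shared by both age comparisons, against 0 with edgeR. RLE normalisation, no low-count filter and a mean count of at least 50 left all 5 counts within 1.5 times. The cause of the gap between the tools on the real counts was not tested. On the simulated counts for age in NPC, DESeq2 made 32 false calls beside 62 and 87 recovered genes, and edgeR made 2. For tissue in old animals they made 33 and 2. In these simulations DESeq2 thus made more false calls than an adjusted p under 0.05 should allow.

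In the paired fits, with the animal as replicate block, edgeR gave 0 genes for tissue in young, 458 in old animals and 0 for the interaction (with 1044 and 851 genes at an unadjusted p under 0.05 for young animals and the interaction), and DESeq2 gave 238, 1436 and 72. Of the genes named, those for tissue in young animals (adjusted p of 0.0512 and 0.168) and both genes higher in old NPC (adjusted p of 0.0511 and 0.146) lost significance under the block, and it changed no other call of a named gene.

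Leaving out an animal moved most counts. Age in NPC gave 0 to 5 genes (0 without O2, O3, Y3 or Y4, 1 without O1 or Y1, 5 without O4) and age in AFC 0 to 7 (0 without O1, O3, Y1, Y3 or Y4, 3 without Y2, 5 without O2, 7 without O4). Tissue gave 0 genes in young animals whichever lamb was left out, and 15 to 210 in old animals (15 without O1, 67 without O3, 109 without O4, 210 without O2; leaving out a lamb gave 152 to 240). The interaction stayed at 0, and 0 to 2 genes were shared by both age comparisons (1 without O4, 2 without Y2). These counts are edgeR's, and fewer animals also lower the power of each test. The correlation of age effects ranged from 0.35 to 0.43 with an animal left out, and was 0.41 with RLE normalisation and 0.43 with a mean count of at least 50, the settings it was computed for. The difference in distance to the group mean between old and young animals ranged from -1.83 (without O1) to 2.97 (without Y4) and fell without each old animal (-0.49 without O2, -1.77 without O3, -0.80 without O4) and rose without each lamb. This follows from the measure, since the mean of 3 libraries lies closer to each of them than the mean of 4. With distances scaled for the number of libraries in the group, it ranged from -1.09 without Y1 to 1.57 without O2, was positive without 6 of the 8 animals (-0.012 without O1), and the exact permutation p stayed between 0.371 and 0.971. AFC minus NPC ranged from 0.57 to 3.88, and from 0.736 to 4.49 with this scaling, always positive and never past 0.05. The variance stabilizing transformation and the use of all genes changed neither direction nor call. The tissue effect size in old minus young animals ranged from 0.089 (without O1) to 0.23 (without O2), and kept its sign. Its exact permutation p was 0.0286 without O2 (0.23) or O3 (0.21) and rose to 0.343 without O1, 0.314 without Y2 and 0.171 without O4 or Y4, with 35 relabellings each. For the 9 named genes, the call was lost in 42 of 62 settings and kept in 20, and the sign changed in none.

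Among settings added later, thinning every library to the smallest total gave 5 genes for age in NPC and 313 for tissue in old animals, and limma-voom gave 0, 2, 5 and 279. Removing the 21 largest genes gave 355, and the CPM rule in edgeR 283, for tissue in old animals. DESeq2 with the CPM rule on the 8 libraries only, at an adjusted p under 0.1, gave 248, 241, 175 and 1047. DESeq2 with the CPM rule, an unadjusted p under 0.01 and a log2 fold change over 0.3 gave 251, 471, 261 and 1141, with 164 for the interaction and 53 genes shared by both age comparisons in the same direction, 2 in opposite directions. Without the fold change cutoff, DESeq2 gave 293, 523, 315 and 1311 genes with an unadjusted p under 0.01, and 173 for the interaction. Chance alone places 122 of these 12159 genes under an unadjusted p of 0.01, before any fold change is required.

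The planned clusterings on collagens and matrix genes, the tests of senescence, energy and pathway gene sets and the scores of WGCNA modules were not run, nor were their alternatives, because the identifiers were not paired with symbols. The alternative for normalised values was not needed, since the files hold counts.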

Differences from the paper's values

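All alternatives named without a remark were set before the data were examined. The paper reports 248 DEGs by age in NPC, and edgeR's quasi-likelihood test gave 2 here. DESeq2 on the 8 libraries compared gave values within 1.5 times of the paper's, 170 at an adjusted p under 0.05 and 274 under 0.1, and the other 16 alternatives did not. For AFC the paper reports 455 DEGs and edgeR gave 1. DESeq2 on the 4 groups at an adjusted p under 0.1 came within 1.5 times, with 350, or 340 with a log2 fold change over 0.3, and the other 16 did not. For tissue in young animals the paper reports 253 DEGs and edgeR gave 2. DESeq2 came within 1.5 times at an adjusted p under 0.1 (176), on the 8 libraries at 0.1 (230) and with the animal as replicate block (238), and the other 13 did not. For tissue in old animals the paper reports 1117 DEGs and edgeR gave 351. DESeq2 on the 4 groups at an adjusted p under 0.05 gave 1117. Whether they were the same genes was not counted. That fit started from 15521 genes, while the paper kept 12159. On the 12159 genes of the CPM rule, chosen after seeing the values, DESeq2 on the 4 groups at that cutoff gave 931. The equal counts therefore do not show that the paper's fit was reproduced. Also within 1.5 times were DESeq2 at 0.1 (1608) and with the fold change (1441), edgeR at 0.1 (794), DESeq2 on the 8 libraries (828 and 1188) and DESeq2 with the block (1436), and the other 9 did not. No alternative set before the data were examined came within 1.5 times of all 4 counts. DESeq2 on the 8 libraries at an adjusted p under 0.1 missed only age in AFC, narrowly, with 303 against 455. On the 4 groups at that cutoff, DESeq2 missed only age in NPC, with 114 against 248.

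Further settings were chosen after seeing the values. The rule of a CPM of at least 2 in at least 4 libraries, the only one of 514 low-count rules tried that kept 12159 genes as the paper did, was combined with 448 settings of DESeq2 (4 fits, adjusted or unadjusted p, 7 cutoffs of p and 8 of log2 fold change). All 4 counts came within 10% of the paper's in 4 of these 448, each with an unadjusted p under 0.01 and a log2 fold change over 0.26 or 0.3 on the 4 groups, and in 0 with an adjusted p. Without shrinkage of fold changes and over 0.3 they were 251, 471, 261 and 1141, and with shrinkage 248, 415, 240 and 1095. Over 0.26 they were 264, 496, 275 and 1199, and 262, 445, 261 and 1168 with shrinkage. Single counts equal to the paper's were also reached. DESeq2 on the 8 libraries at an adjusted p under 0.1 gave 248 for age in NPC, as did shrunken fold changes over 0.5 with an unadjusted p under 0.02. An unadjusted p under 0.2 with a log2 fold change over 1 gave 455 for age in AFC, and shrunken fold changes over 0.38 on the 8 libraries with an unadjusted p under 0.01 gave 253 for tissue in young animals. With that many settings, a close match by chance cannot be excluded, and how many of the paper's own DEGs each setting drops was not counted, since Tables S1 to S4 were not used here.

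The paper describes the heterogeneity of samples as greater in older animals and in AF. It reads this from the dispersion on its PCA plot, while the distances here were taken over the 500 most variable genes. The measures therefore differ, and distances on the components were not compared here. The distance to the group mean differed by 0.32 between old and young animals (exact permutation test, p = 0.943). This averages tissues that went opposite ways, by 3.68 in NPC, the direction the paper gives, and by -3.04 in AFC (exact permutation tests chosen after seeing the values, p = 0.0857 and p = 0.200). The biological coefficient of variation was 0.352 in old and 0.255 in young NPC, and 0.361 in old and 0.375 in young AFC. Averaged over the ages, the distance was higher in AFC by 2.34, the direction the paper gives, and this was within the spread (exact sign-flip permutation test, p = 0.258).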

Other observations

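Chosen after the result was seen were thinning, removing the largest genes, reading the counts without each old animal as a test of a single animal's role, testing the distances by age within each tissue and whether their difference depends on the tissue, the adjustment over all comparisons with other splits, and every test with unadjusted p-values on the CPM rule.

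The counts of genes were compared with those from the other ways to divide the same 8 animals into 4 and 4, of which there are 35 with the real one. For age in NPC, edgeR's 2 genes were reached in 3 of the 35 splits, DESeq2's 71 in 2 of the 35 and the 251 of the setting with unadjusted p-values in 4 of the 35. For age in AFC, edgeR's 1 gene was reached in 5 splits, DESeq2's 225 in 4 and the 471 with unadjusted p-values in 7. Chance was therefore not excluded for any of these counts. The median over the other splits was 2 genes for DESeq2 in NPC and 6 in AFC, but single splits reached 497 and 2246. Such splits may follow differences between animals other than age, and no label gives one that could be tested. For the interaction, a value as high came in 8 of 35 splits for DESeq2's 5 and 11 for the 164 with unadjusted p-values. These fits had no term for the animal, and DESeq2's 72 interaction genes with the replicate block were not compared with other splits. edgeR's count was 0 (683 genes with an unadjusted p under 0.05), which 35 of 35 splits reach whatever the data, so this comparison says nothing about chance. For the correlation of age effects between tissues, 10 of 35 splits gave a value as high.

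For the genes called for age in both tissues, DESeq2 at an adjusted p under 0.05 gave 23 genes that changed in the same direction in NPC and AFC and 0 in opposite directions, and 1 of the 35 splits, the real one, gave as many (the others at most 8, with a median of 1). With unadjusted p-values on the CPM rule there were 53, again reached in 1 of 35 splits, with at most 33 in the others. Taken alone, each share of 1 in 35 excludes chance at 0.05. Benjamini-Hochberg adjustment over the 18 comparisons with other splits brings it to 0.205, which does not exclude chance among them. Since 1 in 35 is the smallest share possible, the adjusted share could hardly fall under 0.05 whatever the data, and it decides little either way. The second of these counts also rests on a setting found by setting counts beside the paper's, and edgeR gave 0 shared genes. Both libraries of an animal share whatever is particular to that animal, but the other splits share it too. A hypothesis is that age, or something that differs between all lambs and all sheep other than age, acts on a small set of genes in both tissues. Age and these cannot be told apart from the labels, so a biological explanation stays open and untested.

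For tissue, the real division parts both libraries of each of the 4 animals, and 8 of the 35 splits do so. Within these 8, only the real split, 1 of the 8, reached edgeR's 351 or DESeq2's 1117 genes in old animals, and the other 7 gave 0 with edgeR and at most 94 with DESeq2. In young animals 1 of the 8 reached edgeR's 2 and DESeq2's 113, the other 7 giving 0 and at most 4. With unadjusted p-values, 1 of the 8 reached 1141 in old and 2 of the 8 reached 261 in young animals. The share of 8 splits cannot fall under 0.05, so chance was not excluded by this count alone. Over the 27 splits that put both libraries of some animal on one side, edgeR gave at most 10 genes in old and in young animals, while DESeq2 reached 1094 in old and 138 in young animals. These 27 splits reached 1537 genes in old and 801 in young animals with unadjusted p-values. In that setting, 2 of the 27 reached the real 1141 in old animals and 5 reached the real 261 in young animals.

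More genes differed by tissue in old than in young animals with edgeR, DESeq2 and limma-voom. Deeper sequencing of the old libraries was tested by thinning each library to the smallest total, and 313 genes then differed in old animals, which argues against depth. A few genes taking most of the counts were tested by removing the 21 largest, and 355 genes differed, which argues against them. If swapped NPC and AFC labels in a young animal were the cause, exchanging its libraries would have to bring the count in young animals to the level of old animals. Exchanges within lambs gave at most 0 genes with edgeR, 4 with DESeq2 and 297 with unadjusted p-values, against 351, 1117 and 1141 in old animals, which argues against a swap as the whole cause. The 297 genes came from exchanging the libraries of Y3 and Y4 together (or, equally, of Y1 and Y2) and exceed the 261 of the labels as given, while exchanging those of a single lamb gave at most 152 in that setting. The role of a single old animal stayed open, because 15 genes differed without O1 and between 67 and 210 without another old animal, while each removal also lowers the power. The difference in tissue effect size between the ages had p = 0.0857 in an exact permutation of the ages of the 8 animals, so chance assignment of the animals to the age groups was not excluded. A larger effect of tissue in old cells therefore remains a hypothesis.

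The distance of libraries to their group mean differed between old and young cells by 3.68 in NPC and by -3.04 in AFC (exact permutation tests over 70 relabellings, two-sided, p = 0.0857 and p = 0.200). AFC minus NPC within an animal was 5.70 ± 4.12 (SD, n = 4) in young and -1.02 ± 4.30 (SD, n = 4) in old animals, and the exact permutation test of this difference, two-sided, gave p = 0.0857, so that chance was not excluded.

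Of the 351 genes called by edgeR for tissue in old animals, 68 did not pass the rule of a CPM of at least 2 in at least 4 libraries.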
